# RNA-seq identifies a diminished differentiation gene signature in primary monolayer keratinocytes grown from lesional and uninvolved psoriatic skin

**DOI:** 10.1038/s41598-017-18404-9

**Published:** 2017-12-22

**Authors:** William R. Swindell, Mrinal K. Sarkar, Yun Liang, Xianying Xing, Jaymie Baliwag, James T. Elder, Andrew Johnston, Nicole L. Ward, Johann E. Gudjonsson

## Abstract

Keratinocyte (KC) hyper-proliferation and epidermal thickening are characteristic features of psoriasis lesions, but the specific contributions of KCs to plaque formation are not fully understood. This study used RNA-seq to investigate the transcriptome of primary monolayer KC cultures grown from lesional (PP) and non-lesional (PN) biopsies of psoriasis patients and control subjects (NN). Whole skin biopsies from the same subjects were evaluated concurrently. RNA-seq analysis of whole skin identified a larger number of psoriasis-increased differentially expressed genes (DEGs), but analysis of KC cultures identified more PP- and PN-decreased DEGs. These latter DEG sets overlapped more strongly with genes near loci identified by psoriasis genome-wide association studies and were enriched for genes associated with epidermal differentiation. Consistent with this, the frequency of AP-1 motifs was elevated in regions upstream of PN-KC-decreased DEGs. A subset of these genes belonged to the same co-expression module, mapped to the epidermal differentiation complex, and exhibited differentiation-dependent expression. These findings demonstrate a decreased differentiation gene signature in PP/PN-KCs that had not been identified by pre-genomic studies of patient-derived monolayers. This may reflect intrinsic defects limiting psoriatic KC differentiation capacity, which may contribute to compromised barrier function in normal-appearing uninvolved psoriatic skin.

## Introduction

Psoriasis plaques develop from abnormal interactions between epidermal KCs and infiltrating immune cells, leading to KC hyper-proliferation with epidermal thickening^1,2^. The role of KCs in normal skin homeostasis and plaque formation is complex and multifaceted^3,4^. KCs generate chemokines and cytokines such as IL-1b, IL-6 and TNF, and also produce defensive antimicrobial factors including β-defensins, LL37 and S100 proteins^5,6^. Such KC-derived factors amplify inflammatory cascades and the cytokine network that underlies psoriasis plaque formation^7^. KCs also have a critical structural function in epidermal barrier formation, which requires proper execution of early-to-late KC differentiation stages, leading to an intact stratum corneum with abundant keratin and lipid matrix^4^. This process is altered in psoriasis lesions, however, as evidenced by dysregulated expression of suprabasal differentiation markers (e.g., KRT1 and KRT10) and premature formation of a thin cornified envelope with abnormally increased involucin abundance^8–10^. It remains unclear whether this unique phenotype is due to intrinsic KC defects or is instead secondary to inflammatory cascades initiated by other cell types (e.g., T cells, dendritic cells, neutrophils)^6,11^.

Transcriptome studies of full-thickness psoriatic skin can in principle provide insights for understanding how KCs from psoriatic skin may differ from those in uninvolved or normal skin^12–14^. These studies have identified thousands of differentially expressed genes (DEGs) from the comparison of lesional psoriatic skin (PP) to either non-lesional skin from psoriasis patients (PN) or normal skin from control subjects (NN). Comparisons between PN and NN skin have also identified DEGs, although typically many fewer DEGs have been identified from this comparison (relative to the PP vs. NN or PP vs. PN comparisons)^15^. It appears that at least some changes in gene expression identified from these studies can be traced to the epidermis or altered transcriptional activity of psoriatic KCs^13^. This conclusion has often been difficult to substantiate, however, primarily because epidermal thickness is greatly increased in lesional compared to non-lesional skin, which may lead to increased expression of KC-expressed genes in the absence of transcriptional up-regulation on a per-cell basis^13^. A second challenge has been that KCs within full-thickness biopsies remain embedded in their native multicellular environment, which includes influences of other cell types and factors released by those cell types (e.g., fibroblasts, immune cells, growth factors, cytokines, etc.)^1,5^. This permits identification of DEGs within a less disturbed *in vivo* context, but it is difficult to determine whether such DEGs stem from intrinsic KC defects or instead represent altered responses of KCs to the psoriatic skin microenvironment.

To identify intrinsic psoriatic KC defects, earlier studies have evaluated their phenotype in cell culture or transplant systems in which KCs are extracted from intact human skin^16–20^. This simplifies the extracellular environment to attenuate the influence of exogenous factors or other cell types, thereby facilitating comparisons among samples in a “common garden” context. One approach has been to compare *in vitro* phenotypes of PP/PN-KCs and NN-KCs in the setting of KC monolayer cultures grown from skin punch biopsies^21^. Compared to KCs from intact skin, it is expected that KCs grown as monolayers in culture will have altered proliferation and differentiation status, with the balance between proliferation and differentiation sensitive to cell culture conditions such as extracellular calcium levels^22^. Nonetheless, such studies have shown that PP-KCs and PN-KCs proliferate at roughly the same rate in monolayer cultures, despite drastically different rates of proliferation *in vivo* ^16,20^. PP-KCs were in fact shown to initiate proliferation more slowly than PN-KCs in primary cultures, with no observed difference in proliferation rates in serially passaged KC cultures^19^. Using the same approach, multiple studies were able to demonstrate elevated rates of DNA synthesis in both PP-KCs and PN-KCs as compared to NN-KCs^16,20^. This appeared to support the idea that psoriatic KCs (PP and PN) possess intrinsic properties differing from NN-KCs, while further providing proof-of-principle to demonstrate the utility of patient-derived KC monolayers as a model system for investigating this possibility^16,20^. These earlier studies, however, were carried out in the pre-genomic era and thus tools now available for large-scale transcriptome analysis could not be applied.

This study used RNA-seq to evaluate gene expression in primary confluent KC monolayer cultures (0.1 mM calcium) grown from full-thickness punch biopsies from psoriasis patients and control subjects (PP, PN and NN samples). We additionally used RNA-seq to concurrently evaluate gene expression in full-thickness skin biopsies from the same subjects. Psoriasis DEGs are identified based upon analysis of both sample types (monolayer KCs and full-thickness skin sections), and we compare DEGs identified from both analyses to identify points of correspondence and differences. Our analyses identify DEGs similarly altered in both sample types, which can be unambiguously assigned to KCs and likely represent instances of KC-specific transcriptional dysregulation. We also identify psoriasis DEGs uniquely altered in KC monolayers and not similarly altered in full-thickness skin sections. These novel psoriasis DEGs may arise from intrinsic alterations of psoriatic KCs impacting their *in vitro* expression profile.

## Results

### RNA-seq analysis of primary confluent monolayer KC cultures and whole skin biopsies from psoriasis patients and control subjects

Primary monolayer KC cultures were established using punch biopsies from lesional involved skin of psoriasis patients (PP), uninvolved non-lesional skin of psoriasis patients (PN), and normal skin from control subjects (NN) (*n* = 4 patients; *n* = 4 controls). All biopsies were processed in the same manner with cells harvested after reaching confluence. RNA was then extracted from KCs and a separate extraction was performed using the original skin biopsy from each subject (*n* = 24 samples total; 12 KC and 12 whole skin). 

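RNA-seq values were available for 24 libraries: 4 each of NN-KCs, PN-KCs, PP-KCs, NN-Skin, PN-Skin and PP-Skin. The PN and PP libraries came from the same 4 patients, and the 4 controls gave 1 NN-KC and 1 NN-Skin library each. For every gene and library the authors deposited a read count, made with HTSeq from TopHat2 alignments to hg19, and an FPKM value from Cufflinks. Levels are given below as the deposited FPKM (mean ± SD, n = 4 libraries per group), and FC estimates come from the deposited counts. The total count per library was 22035042 to 26816325 in NN-KCs (median 24400422), 21666991 to 27774629 in PN-KCs (median 23395140) and 20380564 to 25430903 in PP-KCs (median 23014407). In skin it was 22629143 to 30432050 in NN-Skin (median 22984626), 16944241 to 26582052 in PN-Skin (median 24582914) and 22845721 to 33338120 in PP-Skin (median 25321039). These totals of reads assigned to genes, 24344703 on average, set the depth used here, or 24.3 M per library, whereas the 27.6 M reported by the paper covers all quality-filtered reads. Protein-coding genes with more than 0.25 CPM in at least 2 of the 8 libraries of a comparison were tested with edgeR's quasi-likelihood test after TMM normalization, with the patient as a term in PP vs. PN. DEGs were genes with FDR < 0.10 (Benjamini-Hochberg) and FC > 2 or FC < 0.50. The likelihood ratio test and DESeq2 were run beside it, as was a likelihood ratio test with 10 prior degrees of freedom, which was chosen after the data were seen.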

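Collagen and immune transcripts separate dermis and its leukocytes from cultured keratinocytes. COL1A1, which encodes the main fibrillar collagen chain of the dermis, was measured at 11.4 to 113 CPM in the 12 KC libraries. Of the 12 libraries labelled skin, 10 had COL1A1 at 11.9 to 97.7 CPM, and 2 had it at 5040 to 7703 CPM. COL3A1, another dermal collagen, was at 1.77 to 5.82 CPM in those 10 and at 4892 to 6203 CPM in the other 2. PTPRC, the common leukocyte antigen CD45, reached at most 0.262 CPM in the 10 and was at 43.2 to 77.1 CPM in the 2. For 10 of the 12 libraries labelled skin, the nearest of all other libraries was the KC library of the same subject and status. The 2 libraries with dermal and immune transcripts were 1 PP-Skin and 1 PN-Skin library, so PP-Skin and PN-Skin means below combine 1 library of that kind with 3 of the other, and NN-Skin holds none.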

We then used RNA-seq to generate an average of 27.6 million quality-filtered reads per sample, with at least 94% of the filtered reads successfully mapped to the human genome for each sample (Supplementary Figure S1).

An initial cluster analysis grouped together samples from the same subjects, suggesting that inter-individual variation had stronger influence than biopsy type (KC/skin) or disease status (PP/PN/NN) (Supplementary Figure S2A). 

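Libraries from 1 subject resembled each other more than libraries of 1 sample type did. By Spearman correlation over all expressed genes, the nearest library came from the same subject for 21 of 24 libraries, and from the same subject and status for 20. It was of the same sample type for 4. NN-KC and NN-Skin libraries of 1 control differed by little more than counting noise, with a chi-square per degree of freedom of 1.42 to 1.71 over the 4 controls. PP-KC and PP-Skin libraries of 1 patient differed as little in 3 of 4 patients (lowest 1.22). For PN-KCs and PN-Skin of 1 patient the statistic was at least 4.78, between PP and PN libraries of 1 patient at least 11.3, and between libraries of different subjects at least 19.7. In KCs, PP and PN libraries of 1 patient correlated at 0.321 to 0.685 after group means were removed, against at most 0.310 for PP and PN libraries of different patients. In skin the same-patient correlation was -0.77 to 0.691 and the highest between patients was 0.902. In skin this check cannot decide pairing, because the 2 libraries with dermal transcripts, PP-Skin replicate 3 and PN-Skin replicate 1, are of different patients.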

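Subject, sample type (KC or skin) and status (PP, PN or NN) were each fitted alone to the log2 CPM of 15596 protein-coding genes. Subject explained the most variance, by adjusted R², in 64.2% of genes. Sample type did so in 26.1% and status in 9.73%. Each subject is either a patient or a control, so the subject term also takes up the difference between patients and controls. Of the 12 libraries labelled skin, 10 lacked dermal transcripts, so sample type is no full contrast of KCs and whole skin. These shares therefore do not rank individuals against disease or tissue. The first principal component held 56.5% of the variance, and differences between subjects accounted for an R² of 0.157 along it. For the second component (16.5% of the variance) this R² was 0.978, and for the third (6.52%) it was 0.686. Genes are not independent of each other, so these percentages carry no error.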

Principal component analyses also showed that KC or skin samples from the same individual mapped to similar locations (Supplementary Figure S2C–F) and likelihood ratio tests (LRTs) confirmed that, for many genes, inter-individual differences contributed the most to variation among the 24 samples (Supplementary Figure S2G). Nonetheless, expression profiles of some NN-KC and NN-Skin samples differed from the psoriasis patient samples (Supplementary Figure S2C–F). 

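Genes of the cornified envelope, the protein shell of terminally differentiated keratinocytes, varied more among NN-KCs than among PN-KCs or PP-KCs. The median SD of log2 CPM over 30 cornified envelope and suprabasal genes was 2.68 among the 4 NN-KC libraries and 2.71 among the 4 NN-Skin libraries. It was 1.26 among PN-KCs, 1.11 among PP-KCs, 2.84 among PN-Skin and 2.57 among PP-Skin libraries. Basal keratinocyte genes had a median SD of 0.394 in NN-KCs, 0.322 in PN-KCs and 0.349 in PP-KCs. Over all genes the median SD was 0.293, 0.212 and 0.194 in the same order. PN-Skin and PP-Skin, which each hold 1 library with dermal transcripts, had median SDs over all genes of 0.595 and 0.471.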

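With each subject's mean removed, NN-KC and NN-Skin libraries lay close to 0. Their mean absolute residual was 0.0881 log2 CPM in both groups, since each control contributes a single pair whose residuals mirror each other. PN-KC and PP-KC residuals averaged 0.293 and 0.307, and PN-Skin and PP-Skin residuals 0.498 and 0.480. When the residuals were clustered by Euclidean distance, all 8 NN libraries fell in 1 of 2 clusters, together with 14 of the 16 patient libraries. The NN libraries stood in a cluster of their own once the tree was divided into 14 clusters. Residuals close to 0 place NN libraries together by Euclidean distance, so this grouping decides little. With 1 minus Spearman correlation as the distance, at most 2 NN-KC and 2 NN-Skin libraries shared 1 of 2 clusters.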

We thus repeated the cluster analysis using expression values adjusted to remove the effects of patient/subject (i.e., residual analysis), which showed that NN-KC and NN-Skin samples grouped together and apart from the psoriasis patient samples (Supplementary Figure S2B).

### Transcriptome differences between psoriatic and normal KCs are larger than those in whole skin and overlap more with genes near disease-associated SNPs

We identified differentially expressed genes (DEGs) based upon 3 comparisons (PP vs. PN, PP vs. NN, PN vs. NN) and repeated the analysis for KC and skin samples (Fig. 1). Surprisingly, for all 3 comparisons, the number of DEGs identified in KCs was larger than the number identified in whole skin biopsies (Fig. 1A–C vs. 1D–F). 

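KRT6B, a keratin of activated keratinocytes, had a log2 FC of 0.45 in PP-KCs vs. PN-KCs (SE 0.12, unadjusted p = 0.0091 and FDR = 0.534 from edgeR's quasi-likelihood test). Its FDR was 0.0731 in the likelihood ratio test, 0.0169 with 10 prior degrees of freedom and 0.0280 in DESeq2, with an FC short of the threshold. ZNF750, a regulator of terminal differentiation, had a log2 FC of 0.51 in the same comparison (SE 0.14). Genes with an unadjusted p under 0.05 were more numerous in KCs than in skin in each comparison: 1268 and 23 in PP vs. PN, 1357 and 731 in PP vs. NN, and 1288 and 755 in PN vs. NN. With no difference, a share of 0.05 of the genes tested is expected at this p. The KC counts lie above that share. The skin counts lie near it in PP vs. NN (14525 genes tested) and PN vs. NN (14504), and below it in PP vs. PN (15404). In PP vs. PN in skin, the 2 patient pairs without dermal transcripts had 1066 genes at that p and 306 DEGs in the quasi-likelihood test, and 372 DEGs in the fit with 10 prior degrees of freedom. That fit rests on 2 patients whose libraries labelled skin held no dermal transcripts. No KC fit of the same 2 patients was run, so these DEGs are no result about whole lesional skin. With all libraries, none passed in the quasi-likelihood test, where 14246 to 14297 genes were tested in KCs and 14504 to 15404 in skin. The likelihood ratio test called 97 DEGs in KCs and 0 in skin for PP vs. PN, 7 and 3 for PP vs. NN, and 2 and 0 for PN vs. NN. DESeq2 called 50 and 1, 23 and 12, and 42 and 3, in the same order. Given 10 prior degrees of freedom, the likelihood ratio test called 158 and 0, 377 and 310, and 430 and 324. Removing the replicate block from PP vs. PN left 0 DEGs in the quasi-likelihood test. In counts simulated for PN-KCs vs. NN-KCs, unchanged genes made up 7.08% of quasi-likelihood calls and 27.5% of those with 10 prior degrees of freedom. For the likelihood ratio test this share was 23.5% and for DESeq2 25.6%. Counts were simulated independently for each gene.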

The strongest difference was observed for genes with decreased expression in psoriatic samples. For instance, compared to NN-KCs, more than 300 DEGs were decreased in PP-KCs and PN-KCs (FDR < 0.10 and FC < 0.50) (Fig. 1). However, compared to NN-Skin, only 9 and 31 DEGs were decreased in PP-Skin and PN-Skin, respectively (Fig. 1).

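Compared to NN-KCs, most genes at an unadjusted p under 0.05 in PP-KCs were lower. Of genes with an unadjusted p under 0.05 in PP-KCs, 987 were lower, 496 of them with FC < 0.50, and 370 were higher. In PN-KCs, 967 were lower and 321 higher. RPTN, which encodes the cornified envelope protein repetin, had a log2 FC of -3.77 in PP-KCs (SE 1.50) and -5.00 in PN-KCs (SE 1.63). CASP14, which encodes a protease of the cornifying layer, had a log2 FC of -3.84 in PP-KCs (SE 1.26). Both genes are examples chosen after their values were seen. No gene in either comparison passed FDR < 0.10 in edgeR's quasi-likelihood test, where the lowest FDR was 0.506 in PP-KCs. The likelihood ratio test called 5 decreased DEGs in PP-KCs and 2 in PN-KCs, and DESeq2 called 19 and 38. The likelihood ratio test with 10 prior degrees of freedom called 360 decreased DEGs in PP-KCs, beside 17 increased. That number depended on single cultures, with 10 decreased DEGs left without NN-KC replicate 7 and 17 left without PP-KC replicate 4, and with increased and decreased DEGs together at 17 to 752 as each library was left out.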

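In the skin comparisons with NN, the gene lists with the highest median log2 FC were those of leukocyte and of fibroblast and matrix markers. COL3A1 had a log2 FC of 8.29 (SE 2.92) in PP-Skin and 8.57 (SE 3.01) in PN-Skin compared to NN-Skin. CD74, the invariant chain of antigen-presenting cells, had log2 FCs of 6.48 (SE 2.27) and 6.33 (SE 2.34). Over 19 fibroblast and matrix markers the median log2 FC was 5.43 in PP-Skin, and over 18 tested in PN-Skin it was 5.58. Without the 1 library with dermal transcripts in each group, these medians were 0.46 and -0.16. Median log2 FCs in PP-Skin and PN-Skin were 5.45 and 4.49 for leukocyte markers, 4.02 and 4.28 for endothelial and smooth muscle markers, 3.16 and 2.56 for adipocyte markers, and 4.26 and 2.59 for sweat gland, blood and hair follicle markers. Without the libraries with dermal transcripts, the medians of these 4 lists were between -0.62 and 0.23. No skin gene passed FDR < 0.10 in edgeR's quasi-likelihood test, while 187 genes were lower at an unadjusted p under 0.05 in PP-Skin and 242 in PN-Skin. Together with the 544 and 513 genes higher at that p, these counts lie near the share of 0.05 expected with no difference. Adjusted over the list alone, 18 of the 19 fibroblast and matrix markers were higher in PP-Skin and 17 of 18 in PN-Skin. The likelihood ratio test called 2 decreased DEGs in PP-Skin, and DESeq2 called 4 in PP-Skin and 2 in PN-Skin. At 10 prior degrees of freedom, 10 were decreased and 300 increased in PP-Skin, and 48 and 276 in PN-Skin. Without the libraries with dermal transcripts, the decreased and increased numbers were 40 and 13 in PP-Skin, and 291 and 9 in PN-Skin.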

**Figure 1:**
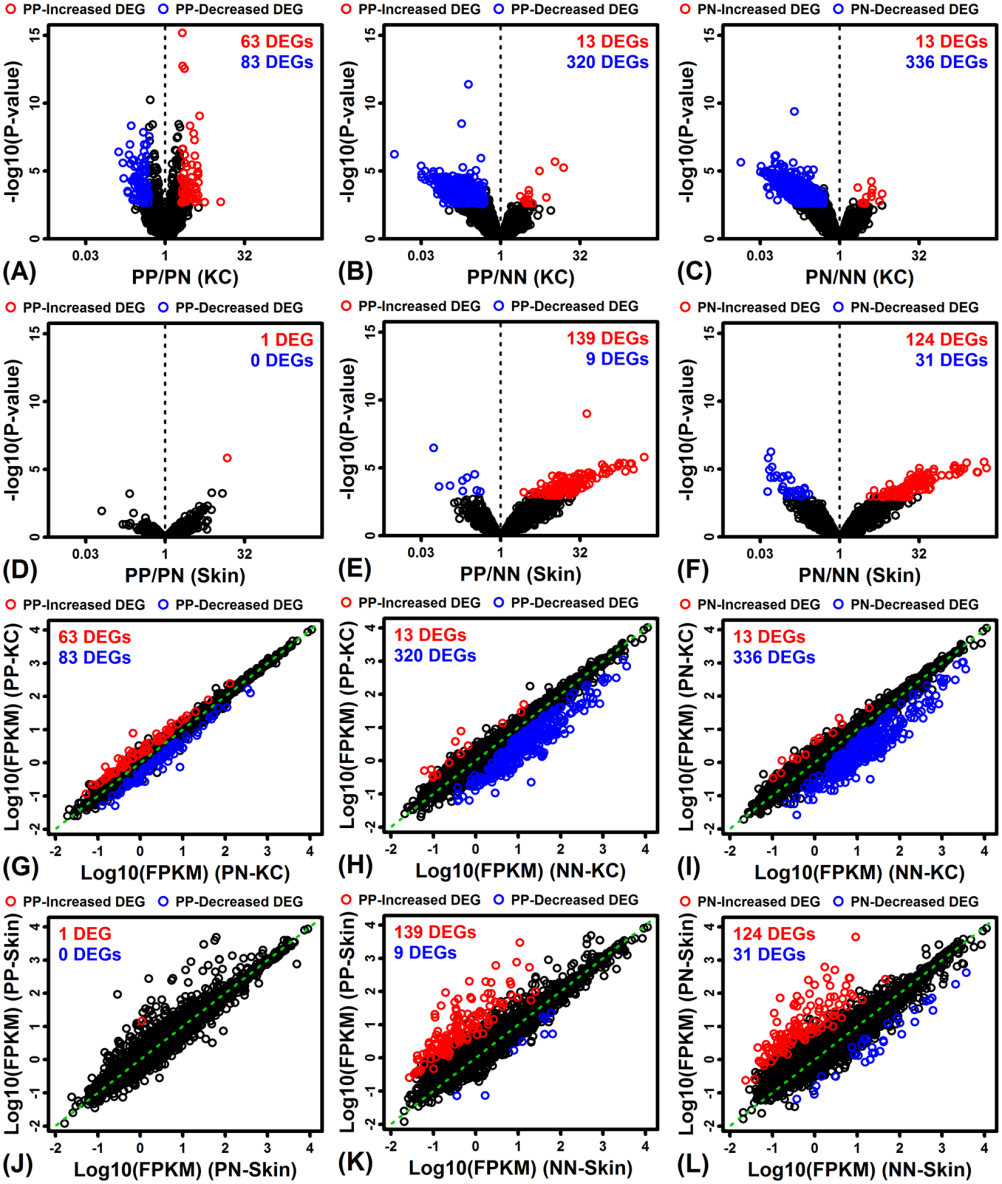
Differential expression results (PP vs. PN, PP vs. NN, PN vs. NN). Volcano plots highlighting DEGs identified with respect to the three comparisons for (**A**–**C**) KC and (**D**–**F**) full-thickness skin biopsies (FDR < 0.10 with FC > 2.0 or FC < 0.50). (**G**–**L**) Scatterplot comparison of average FPKM in treatments compared by each differential expression analysis (dashed green line: equal average FPKM in both treatments).

Overall, FC estimates showed modest correspondence between monolayer KCs and whole skin (*r*_s_ ≥ 0.438; Fig. 2A,D,G). 

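FC estimates in KCs and skin were compared across genes by Spearman's rank correlation. For PP vs. PN the correlation was 0.469, for PP vs. NN 0.417 and for PN vs. NN 0.486. Genes are not independent replicates, so no p is given. Leaving out 1 subject at a time gave 0.248 to 0.379, 0.209 to 0.886 and 0.337 to 0.865. Without the 1 library labelled skin that held dermal transcripts in each comparison with NN, the correlations were 0.845 for PP vs. NN and 0.834 for PN vs. NN. For PP vs. PN it was 0.620, with skin of the 2 patients without such a library set against KCs of all 4. In KCs and skin the fold changes of PP and PN vs. NN are taken against the same 4 controls. When the controls were split between the 2 sides, the correlation averaged 0.144 for PP vs. NN (range -0.231 to 0.390) and 0.231 for PN vs. NN (-0.120 to 0.375). With patients split as well, it averaged 0.0903 (-0.323 to 0.519) and 0.126 (-0.226 to 0.547), and 0.0330 for PP vs. PN (-0.159 to 0.121). In 1000 simulated sets of fold changes with no effect of disease, shared controls alone gave average correlations of 0.357 and 0.319. When patients were shared between KCs and skin as well, the averages were 0.473 for PP vs. NN (central 95% range -0.09 to 0.865) and 0.537 for PN vs. NN (0.156 to 0.852). Observed correlations of the same measure, the difference of mean log2 CPM, were 0.457 and 0.503, which lie within these ranges. For PP vs. PN the simulated average was 0.327 (-0.02 to 0.694) and the observed value 0.412. There the PP and PN deviations were drawn independently, although both come from the same patients. That range therefore leaves the pairing out and cannot decide about paired differences.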

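Genes called higher in KCs by the likelihood ratio test with 10 prior degrees of freedom were followed into the skin comparisons. Of 67 genes higher in PP-KCs than PN-KCs, 66 were also higher in PP-Skin than PN-Skin, with a median log2 FC of 1.04 there. All 17 genes higher in PP-KCs than NN-KCs were higher in PP-Skin than NN-Skin (median log2 FC 3.13). Of 24 genes higher in PN-KCs than NN-KCs, 23 were higher in PN-Skin (median log2 FC 2.13). Among genes with the largest increases in fold changes simulated with no effect of disease, 79.3% were also higher on the other side in PP vs. NN and in PN vs. NN, where the controls were shared. In PP vs. PN, where the PN patients were shared, 69.3% were. Apart from that, patients were not shared between KCs and skin in this simulation, although the libraries share them. In PP vs. PN it also left out the pairing of PP and PN libraries by patient. Sharing them raised the simulated correlations, so these percentages may be too low as values for no effect. Most libraries labelled skin also resembled the KC libraries in which the genes were picked. The chi-square per degree of freedom was at most 1.71 for the 4 NN pairs and under 1.5 for 3 of 4 PP pairs (PN pairs at least 4.78). Agreement in direction was thus partly given in advance and is no separate result about skin. These direction counts describe the fold changes and were not tested. The calls themselves come from a test whose settings were chosen after the data were seen.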

Most genes elevated in PP- or PN-KCs were similarly elevated in PP- or PN-Skin, as compared to NN-KCs and NN-Skin, respectively (Fig. 2B,E,H). However, many genes decreased in PP-KCs and PN-KCs (compared to NN-KCs) were not similarly decreased in the comparison between PP/PN-Skin and NN-Skin (Fig. 2A–I). Such genes included *SERPINB4*, *S100A8*, *S100A9*, *IL36G*, *LOR* and *KRT* (Fig. 2C,F and I). 

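Genes lower in PP-KCs and PN-KCs divided in skin. Of 360 genes called lower in PP-KCs than NN-KCs with 10 prior degrees of freedom, 233 had a log2 FC below 0 in PP-Skin vs. NN-Skin and 127 above 0. In 51 of the 127 the gene was more than 2-fold higher. The median log2 FC of the 360 genes in PP-Skin was -0.28. Of 405 genes called lower in PN-KCs and tested in skin, 325 were lower and 80 higher in PN-Skin, 39 of them more than 2-fold (median log2 FC -1.07). These are 64.7% and 80.2% of genes with the same direction in skin, whereas genes with the largest decreases in fold changes simulated with shared controls and no effect of disease had it for 75.7% in PP vs. NN and 73.6% in PN vs. NN. The patients, who are also the same in KCs and skin, were not shared in that simulation. Its shares may therefore be too low as a value for no effect. Without the 1 PP-Skin library with dermal transcripts, all 357 genes tested were lower in PP-Skin (median -2.46), and without the 1 such PN-Skin library all 402 tested were lower in PN-Skin (median -2.96). Most libraries left there resembled the KC libraries in which the genes were picked. The chi-square per degree of freedom was at most 1.71 for the 4 NN pairs and under 1.5 for 3 of 4 PP pairs (PN pairs at least 4.78). Agreement after the removal was thus largely given in advance and is no separate result about skin. The difference between the KC and skin effects was tested with an interaction term in edgeR. No gene passed in PP vs. NN, where 125 of 14721 genes had an unadjusted p under 0.05, and none passed in PN vs. NN, where 130 of 14723 did. By the likelihood ratio test, 7 and 15 genes passed, and with 10 prior degrees of freedom 7 and 10 passed. Removing the replicate block left 0 genes in both.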

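S100A8 and S100A9, which encode the subunits of the antimicrobial protein calprotectin, were lower in psoriatic KCs than in NN-KCs. S100A8 averaged 426 ± 431 FPKM in NN-KCs, 62.9 ± 44.6 in PN-KCs and 85.8 ± 46.9 in PP-KCs (SD, n = 4). Its log2 FC vs. NN-KCs was -2.50 in PP-KCs (SE 0.96) and -2.96 in PN-KCs (SE 1.01). In skin it was 3.22 in PP-Skin (SE 2.04) and -3.06 in PN-Skin (SE 1.00) vs. NN-Skin. S100A9 had log2 FCs of -2.34 in PP-KCs and -3.03 in PN-KCs, and of 3.24 in PP-Skin and -3.25 in PN-Skin. SERPINB4, a serine protease inhibitor of the epidermis, had log2 FCs of -3.63 in PP-KCs (SE 1.37) and 3.45 in PP-Skin (SE 2.44). LOR encodes the envelope protein loricrin and averaged 38.9 ± 63.4 FPKM in NN-Skin, 198 ± 388 in PN-Skin and 104 ± 205 in PP-Skin. In PP-Skin the higher means came from the 1 library with dermal transcripts, without which the log2 FC was -2.34 for S100A8, -2.06 for S100A9, -3.54 for SERPINB4 and -4.79 for LOR. Across 19 antimicrobial and plaque inflammation genes the median log2 FC was -1.21 in PP-KCs and 1.36 in PP-Skin (-1.15 without the 1 library with dermal transcripts), and it was -1.75 in PN-KCs (18 genes) and -1.63 in PN-Skin. When NN-KC replicate 7 was left out, this median was -0.65 in PP-KCs and -0.79 in PN-KCs. None of the list passed over all genes in edgeR's quasi-likelihood test. Adjusted over the list alone, 7 of 18 passed as decreased in PN-KCs, 7 of 19 in PN-Skin, and 0 in PP-KCs and in PP-Skin.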

The KC-Skin correspondence was not improved by comparing our KC results to those from a prior microarray analysis of LCM-dissected psoriatic epidermis (Fig. 2J) or RNA-seq studies of whole skin with a larger number of patient samples (Fig. 2K and L). Analysis of KC monolayer cultures thus identified gene expression differences not discernable from either whole skin analysis or LCM-dissected samples.

**Figure 2:**
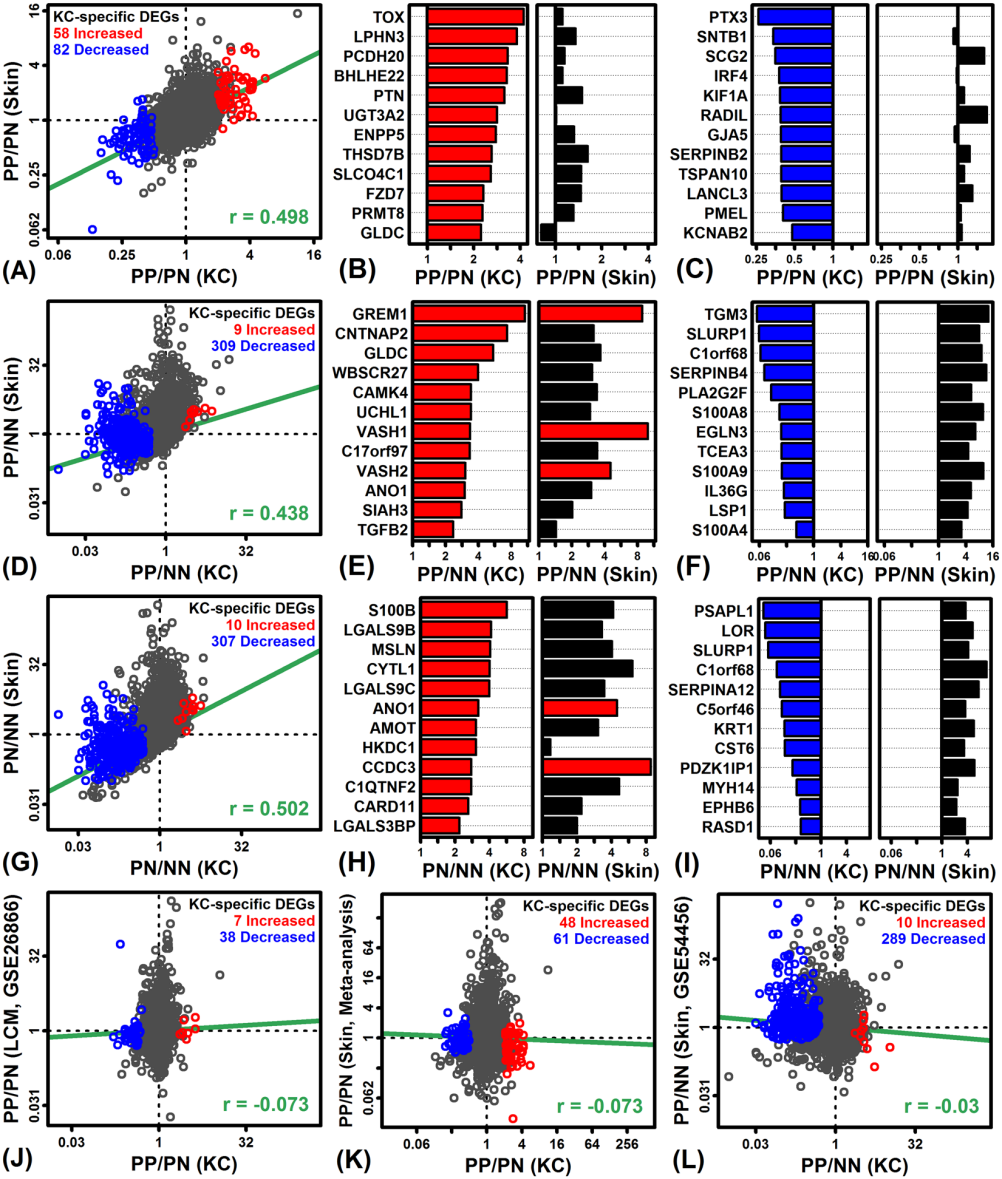
Genes with decreased expression in PP-KCs and PN-KCs are not similarly altered in whole skin biopsy comparisons. (**A**,**D**,**G**) Comparison of FC estimates from whole skin (vertical axis) and KC comparisons (horizontal axis). (**B**,**E**,**H**) PP/PN-KC-increased genes with the least similar expression changes compared to whole skin (red: FDR < 0.10, FC > 1.50). (**C**,**F**,**I**) PP/PN-KC-decreased genes with the least similar expression changes compared to whole skin (blue: FDR < 0.10, FC < 0.67). (**J**,**K**,**L**) Comparison of FC estimates from KCs to those from (**J**) LCM-dissected epidermis (GSE26866), (**K**) an RNA-seq study of 44 patients (GSE41745, GSE54456/GSE63979, GSE66511), and (**L**) an RNA-seq study of 174 subjects (92 PP, 82 NN; GSE54456).

We next compared genes most strongly altered in our comparisons to genes at varying distances from disease-associated SNPs identified by genome-wide association (GWA) studies of psoriasis (Fig. 3)^23^. Genes with elevated expression in PP-Skin and decreased expression in PN-Skin overlapped significantly with genes near disease-associated SNPs (Fig. 3D,E). Overlap was much stronger, however, with respect to genes with decreased expression in PP-KCs and PN-KCs compared to NN-KCs (50–200 KB; Fig. 3B,C). 

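CARD14 encodes a keratinocyte signalling scaffold and lies on chromosome 17 of GRCh37 from 78143791 to 78189872. It averaged 1.26 ± 1.22 FPKM in NN-KCs, 0.157 ± 0.0815 in PN-KCs and 0.182 ± 0.108 in PP-KCs (SD, n = 4). Its log2 FC vs. NN-KCs was -3.12 in PP-KCs (SE 1.04) and -3.20 in PN-KCs (SE 1.05). LCE2D, LCE3E and LCE3D belong to the late cornified envelope cluster on chromosome 1, where LCE3D spans 152551857 to 152552992. LCE3D averaged 584 ± 848 FPKM in NN-KCs, 49.8 ± 34.3 in PN-KCs and 74.0 ± 77.5 in PP-KCs. Its log2 FC was -3.20 in PP-KCs (SE 1.30) and -3.76 in PN-KCs (SE 1.25). LCE3E had log2 FCs of -2.91 and -3.55, and LCE2D of -3.53 and -3.97. All 4 genes had an FDR of 0.506 in PP-KCs and 0.520 in PN-KCs in edgeR's quasi-likelihood test. The FDR at 10 prior degrees of freedom was 0.0229 and 0.0140 for CARD14, 0.0280 and 0.0062 for LCE3D, 0.0568 and 0.0081 for LCE3E, and 0.0525 and 0.0103 for LCE2D. In NN-KCs 1 of the 4 libraries stood far above the others for LCE2D, LCE3E and LCE3D. Without NN-KC replicate 7 the log2 FC in PP-KCs and PN-KCs was -0.88 and -1.31 for LCE2D, -1.04 and -1.66 for LCE3E, -1.29 and -1.84 for LCE3D, and -2.67 and -2.74 for CARD14.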

Genes decreased in PP-KCs and PN-KCs with closest proximity to disease-associated SNPs were often located on chromosomes 1 or 17 and included *CARD14*, *LCE2D*, *LCE3E* and *LCE3D* (Fig. 3G,H).

**Figure 3:**
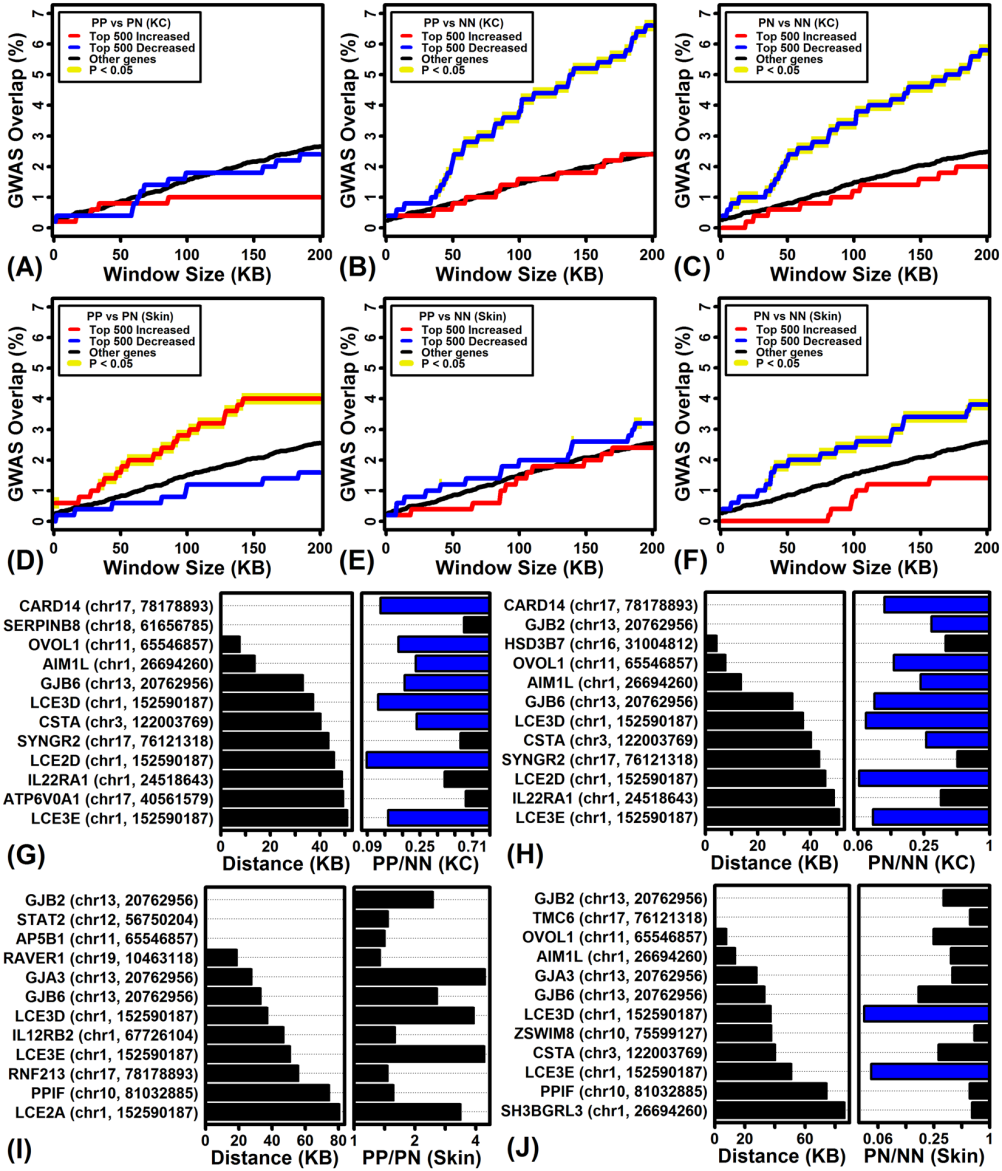
Genes with decreased expression in PP-KCs and PN-KCs overlap significantly with genes near SNPs identified by psoriasis GWA studies. (**A**–**F**) Genes altered in psoriatic KCs (**A**–**C**) or whole skin (**D**–**F**) and their overlap with genes near SNPs from psoriasis GWA studies. The 500 most strongly altered genes were examined in each analysis and percent overlap with genes at varying distances from psoriasis-associated SNPs was evaluated (yellow: P < 0.05, Fisher’s Exact Test). (**G**–**J**) Genes most strongly altered in psoriasis KCs or skin (top 500) that are closest to a psoriasis-associated SNP (left margin). The estimated FC is shown for each gene (red: FDR < 0.10, FC > 2.0; blue: FDR < 0.10, FC < 0.50).

### Psoriatic KCs exhibit increased expression of pro-angiogenesis genes and decreased expression of early and late differentiation genes

DEGs with elevated expression in PP-KCs compared to PN-KCs or NN-KCs were significantly enriched with genes associated with neovascularization, angiogenesis, blood vessel morphogenesis (Supplementary Figures S3 and S4). 

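Of 40 genes of blood vessel formation listed before the data were examined, 36 were tested in PP vs. PN, of which 20 were higher and 16 lower in PP-KCs than in PN-KCs, with a median log2 FC of 0.02. In PP-KCs vs. NN-KCs, 24 of 35 tested were higher and 11 lower (median log2 FC 0.20). No gene of the list passed in edgeR's quasi-likelihood test, over all genes or adjusted over the list alone, and none passed in these comparisons with 10 prior degrees of freedom. As a set, the list did not pass limma's camera test with a preset correlation of 0.01, at an adjusted p of 0.356 in PP vs. PN and 0.117 in PP vs. NN over 21 lists. The enrichment of the paper's own DEGs for annotation terms was not computed.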

The strongest trend we observed, however, was reduced expression of genes associated with epidermal development and differentiation (PP-KCs and PN-KCs compared to NN-KCs; Supplementary Figures S4 and S5). This loss of differentiation-associated gene expression appeared to contribute to differences noted above in comparisons to whole skin biopsies (Fig. 2). 

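The 6 lists of epidermal differentiation genes had lower medians in PP-KCs and PN-KCs than in NN-KCs. All 30 cornified envelope and suprabasal genes had a log2 FC below 0 in PP-KCs, with a median of -3.02, and 29 of 30 did in PN-KCs, with a median of -3.26. Late cornified envelope genes had medians of -3.29 in PP-KCs (16 of 16 below 0) and -3.74 in PN-KCs (14 of 14). The small proline-rich genes, which encode envelope precursors, had medians of -2.59 and -2.80 (10 of 10 below 0 in both). Genes of barrier lipid synthesis had medians of -2.49 and -2.47 (21 of 21 in both), and epidermal proteases and their inhibitors -1.43 and -1.87 (16 of 16 in both). Transcription factors of keratinocyte differentiation had medians of -2.23 and -2.51 (15 of 15 in both). No member passed FDR < 0.10 over all genes in edgeR's quasi-likelihood test. Adjusted over the list alone, the cornified list had 28 of 30 members decreased in PP-KCs and 29 of 30 in PN-KCs, the late cornified envelope list 13 of 16 and 14 of 14, and the small proline-rich list 6 and 8 of 10. For barrier lipid genes these counts were 16 and 15 of 21, for proteases and inhibitors 0 and 11 of 16, and for transcription factors 12 and 12 of 15. At 10 prior degrees of freedom, 27 and 29 of the 30 cornified genes passed over all genes. Without NN-KC replicate 7, that test called no member of the 6 lists in PN-KCs. In limma's camera test with the preset correlation, the cornified list had an adjusted p of 2.5e-08 in PP-KCs and 1.6e-08 in PN-KCs, and with a correlation estimated from the data no list kept its call (adjusted p = 0.396 and 0.395 for the cornified list). Without NN-KC replicate 7 the median log2 FC of the cornified list was -2.06 in PP-KCs and -2.17 in PN-KCs, and that of the late cornified envelope list was -1.09 and -1.10. Medians in PP-KCs and PN-KCs without that library were -1.80 and -2.09 for small proline-rich genes, -1.91 and -1.73 for barrier lipid genes, -0.83 and -1.19 for proteases and inhibitors, and -1.43 and -1.35 for transcription factors. From the reduced expression of these genes, the paper proposes that a loss of differentiation-associated expression contributes to the differences between monolayer KCs and whole skin.

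**Figure D1:**
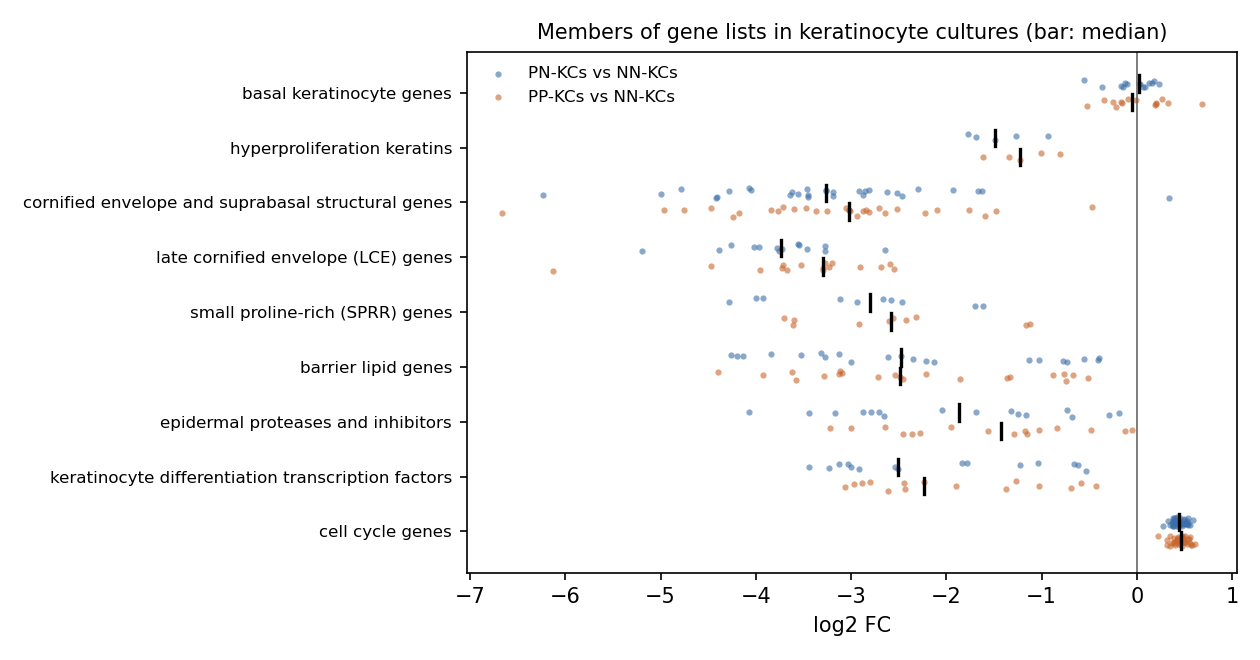
Log2 FC (horizontal axis) of each member of 9 gene lists (vertical axis) in PN-KCs and PP-KCs compared to NN-KCs, with 1 point per gene and a bar at each median. Medians of the differentiation lists lie between -1.43 and -3.74, those of the basal list near 0 and those of the cell cycle list at 0.44 and 0.46.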

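TGM3 encodes transglutaminase 3, which cross-links envelope proteins, and lies on chromosome 20 from 2276647 to 2321725. It averaged 6.43 ± 7.47 FPKM in NN-KCs, 0.381 ± 0.271 in PN-KCs and 0.409 ± 0.378 in PP-KCs (SD, n = 4). Its log2 FC vs. NN was -4.18 in PP-KCs (SE 1.49) and 3.61 in PP-Skin (SE 2.55), and -4.29 in PN-KCs (SE 1.41) and 0.81 in PN-Skin (SE 1.93). KRT1, the first keratin of suprabasal cells, averaged 418 ± 447 FPKM in NN-Skin, 2223 ± 4325 in PN-Skin and 2686 ± 5241 in PP-Skin. Its log2 FC in skin was 2.72 in PP-Skin (SE 2.11) and 2.44 in PN-Skin (SE 2.11). LOR had log2 FCs of 1.42 in PP-Skin (SE 2.30) and 2.35 in PN-Skin (SE 2.47). None passed edgeR's quasi-likelihood test in skin, where the FDR was at least 0.877 for these genes. Without the library with dermal transcripts, the log2 FC in PP-Skin was -4.22 for TGM3 and -2.87 for KRT1, and in PN-Skin it was -3.995 for TGM3, -2.99 for KRT1 and -3.56 for LOR.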

Several differentiation-associated genes, for instance, were repressed in psoriatic KCs but not whole skin biopsies (e.g., *TGM3*, *LOR*, *KRT1*; Fig. 2F,I).

Using data from a prior microarray study of LCM-dissected human skin^24^, we identified genes with elevated expression in suprabasal vs. basal epidermis, and found that nearly all of these were decreased in PP- and PN-KCs compared to NN-KCs (Fig. 4A). A similar pattern was observed among genes up-regulated in KCs differentiated within a devitalized dermis model of epidermal regeneration (Fig. 4B)^25^. Neither of these trends, however, could be discerned from analysis of full-thickness skin biopsies. 

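KRT1 and KRT10, the paired keratins of early differentiation, were lower in psoriatic KCs than in NN-KCs. KRT1 averaged 416 ± 446 FPKM in NN-KCs, 64.9 ± 55.6 in PN-KCs and 50.1 ± 37.4 in PP-KCs (SD, n = 4), and KRT10 averaged 852 ± 951, 58.1 ± 51.5 and 51.8 ± 18.9. DSC1, a desmosomal cadherin of suprabasal cells, averaged 74.7 ± 80.7, 6.90 ± 4.37 and 8.26 ± 5.29 FPKM. FLG, LOR and IVL encode the late markers filaggrin, loricrin and involucrin and lie together on chromosome 1. FLG averaged 75.6 ± 92.9 FPKM in NN-KCs, 9.07 ± 8.20 in PN-KCs and 7.91 ± 8.16 in PP-KCs. LOR averaged 39.1 ± 62.98, 2.17 ± 3.14 and 1.45 ± 1.05, and IVL 227 ± 230, 35.8 ± 21.2 and 41.7 ± 22.3. Log2 FCs vs. NN-KCs in PN-KCs were -2.88 for KRT1 (SE 1.29), -4.08 for KRT10 (SE 1.42), -3.62 for DSC1 (SE 1.27), -3.27 for FLG (SE 1.39), -4.41 for LOR (SE 1.85) and -2.85 for IVL (SE 1.04). In PP-KCs they were -3.26, -4.24, -3.37, -3.47, -4.96 and -2.64. Unadjusted p ranged from 0.0202 to 0.0545 in PN-KCs, and no gene passed edgeR's quasi-likelihood test. With 10 prior degrees of freedom, the 6 genes passed in PN-KCs at FDRs of 0.0081 to 0.0639 and in PP-KCs at 0.0099 to 0.0274. For each of the 6 genes at least the lowest NN-KC library lay within the range of PN-KCs, as for KRT10 (26.2 FPKM against 25.2 to 135). Whether further NN-KC libraries lay in that range was not counted, so the overlap may be wider. NN-KC libraries varied about as widely as their mean, and without NN-KC replicate 7 the log2 FC in PN-KCs was -2.31 for KRT1, -3.60 for KRT10, -2.98 for DSC1, -2.03 for FLG, -2.04 for LOR and -2.15 for IVL.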

Consistent with these results, PN- and PP-KCs showed decreased expression of early (*KRT1*, *KRT10*, *DSC1*) and late (*FLG*, *LOR*, *IVL*) differentiation genes (Fig. 4E–J). 

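KRT5 and KRT14 form the keratin filaments of basal keratinocytes. KRT5 averaged 11280 ± 493 FPKM in NN-KCs, 11058 ± 1285 in PN-KCs and 10288 ± 346 in PP-KCs (SD, n = 4). KRT14 averaged 9295 ± 546, 8993 ± 783 and 8646 ± 457 FPKM. In PN-KCs vs. NN-KCs the log2 FC was -0.14 for KRT5 (SE 0.14) and -0.16 for KRT14 (SE 0.14), and in PP-KCs vs. NN-KCs -0.25 (SE 0.12) and -0.22 (SE 0.12). In PP-Skin vs. NN-Skin it was -0.45 (SE 0.31) and -0.29 (SE 0.22). KRT5 had an FDR of 0.683 in PN-KCs in edgeR's quasi-likelihood test. A list of 14 basal keratinocyte genes had a median log2 FC of -0.05 in PP-KCs and 0.02 in PN-KCs, where none passed over all genes or adjusted over the list alone. In skin its median was -0.32 in both PP-Skin and PN-Skin. Without the 1 library with dermal transcripts of each group, the median was -0.13 in PP-Skin and 0.00 in PN-Skin, and the log2 FC of KRT5 in PP-Skin was -0.26.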

Basal keratins *KRT5* and *KRT14* did not show altered expression in monolayer KCs or full-thickness biopsies (Fig. 4C,D). 

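KRT16 and KRT6 keratins appear in hyperproliferative epidermis. KRT16 averaged 2006 ± 1656 FPKM in PP-Skin and 786 ± 463 in PN-Skin (SD, n = 4), with a log2 FC of 1.34 (SE 0.73, FDR = 1 from edgeR's quasi-likelihood test). In KCs it averaged 1097 ± 201 in PP-KCs, 1034 ± 241 in PN-KCs and 2970 ± 2256 in NN-KCs. The log2 FC of KRT16 was 0.10 in PP-KCs vs. PN-KCs (SE 0.09), -1.61 in PP-KCs vs. NN-KCs (SE 0.61) and -1.69 in PN-KCs vs. NN-KCs (SE 0.61). KRT72, a keratin of the hair follicle sheath, averaged at most 0.886 FPKM in any group and had log2 FCs of 0.58 in PP-Skin vs. PN-Skin (SE 0.68) and -0.20 in PP-KCs vs. PN-KCs (SE 0.26). KRT6A had log2 FCs of 1.24 in PP-Skin vs. PN-Skin and 0.13 in PP-KCs vs. PN-KCs, and KRT6C of 1.48 and 0.27. KRT6B had log2 FCs of 1.48 in PP-Skin vs. PN-Skin, -1.34 in PP-KCs vs. NN-KCs and -1.77 in PN-KCs vs. NN-KCs. The 5 hyperproliferation keratins had a median log2 FC of 1.34 in PP-Skin vs. PN-Skin, 0.24 in PP-KCs vs. PN-KCs, -1.23 in PP-KCs vs. NN-KCs and -1.49 in PN-KCs vs. NN-KCs. Adjusted over the list alone, 0 passed in the first pair of comparisons and 4 of 5 in each of the others. In the 2 patients whose skin libraries lacked dermal transcripts, the log2 FC of KRT16 in PP-Skin vs. PN-Skin was 0.03 and the median of the list 0.22.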

Markers of hyperproliferation, such as *KRT72* (*KRT6*) and *KRT16*, were increased slightly in PP versus PN skin but not PP-KCs versus PN-KCs; interestingly, however, *KRT16* expression was elevated in NN-KCs compared to PP- and PN-KCs (Supplementary Figure S6).

**Figure 4:**
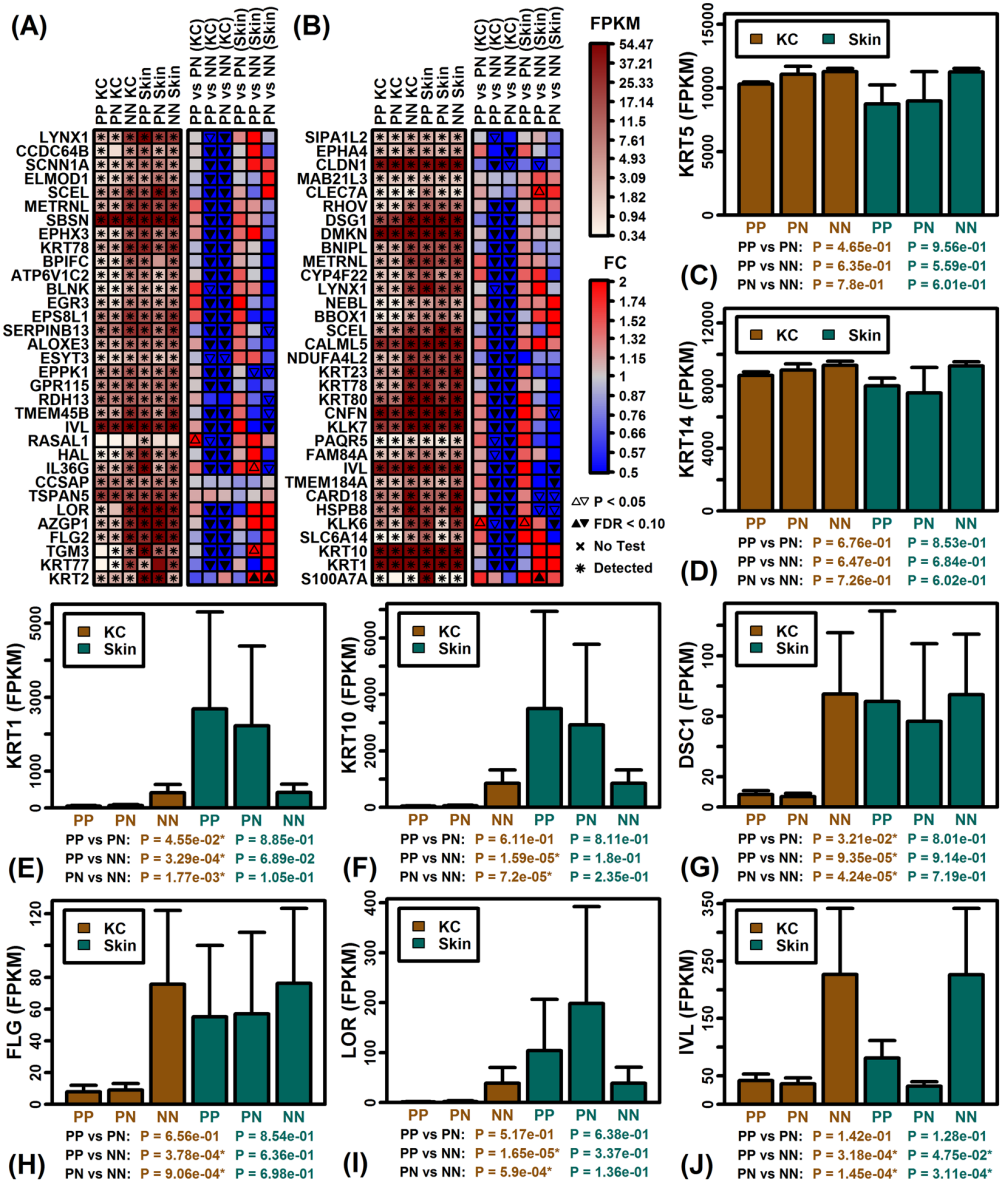
Early and late differentiation gene expression is reduced in PP- and PN-KCs compared to NN-KCs. (**A**,**B**) FPKM and FC estimates for genes with (**A**) increased expression in LCM-dissected suprabasal epidermis compared to basal epidermis (GSE42114) and (**B**) increased expression in KCs undergoing differentiation (devitalized dermis model, GSE52651). (**C**,**D**) Average FPKM of basal keratin genes *KRT5* and *KRT14*. (**E**–**G**) Average FPKM of early differentiation genes *KRT1*, *KRT10* and *DSC1*. (**H**–**J**) Average FPKM of late differentiation genes *FLG*, *LOR* and *IVL*.

### Psoriatic monolayer KCs exhibit shifts in cytokine gene expression distinct from those in full-thickness skin biopsies

*IL36G* encodes an interleukin 1 family cytokine and has been identified as a robust biomarker of lesional psoriatic skin, with one meta-analysis study showing increased expression of *IL36G* in 100% of lesional skin samples from 237 psoriasis patients (compared to matched non-lesional PN skin from the same patients)^26^. 

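IL36G, an interleukin 1 family cytokine of the epidermis, lies on chromosome 2 from 113730780 to 113743235. It averaged 12.1 ± 11.7 FPKM in NN-KCs, 2.21 ± 1.24 in PN-KCs and 3.05 ± 2.07 in PP-KCs (SD, n = 4). In skin it averaged 13.0 ± 11.9 in NN-Skin, 3.21 ± 2.196 in PN-Skin and 63.2 ± 119 in PP-Skin. Its log2 FC vs. NN-KCs was -2.20 in PP-KCs (SE 0.87) and -2.65 in PN-KCs (SE 0.87), or -1.36 and -1.80 without NN-KC replicate 7. The log2 FC of IL36G in PP-Skin was 0.87 vs. PN-Skin (SE 1.73) and 2.31 vs. NN-Skin (SE 1.72), with FDRs of 1 and 0.896 in edgeR's quasi-likelihood test. Without the 1 PP-Skin library with dermal transcripts, the log2 FC vs. NN-Skin was -2.05.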

Remarkably, *IL36G* expression was decreased in PP- and PN-KCs compared to NN-KCs, although as expected expression was much higher in PP-skin compared to PN- and NN-skin (Supplementary Figure S7). We additionally observed decreased expression of *IL36RN*, *IL20RA*, *IL22RA1*, *TNFAIP8L3* in PP- and PN-KCs without similar expression shifts in full-thickness skin biopsies (Supplementary Figure S7). 

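IL36RN encodes the antagonist of the interleukin 36 receptor. It averaged 32.5 ± 40.6 FPKM in NN-KCs, 1.90 ± 1.25 in PN-KCs and 2.12 ± 1.78 in PP-KCs (SD, n = 4), with log2 FCs of -4.31 (SE 1.43) in PN-KCs and -4.14 (SE 1.42) in PP-KCs. TNFAIP8L3, a phosphoinositide transfer protein, averaged 7.46 ± 5.29, 2.27 ± 1.24 and 2.34 ± 0.253 FPKM, with log2 FCs of -1.88 and -1.84. IL20RA and IL22RA1 encode receptor chains for interleukin 20 family cytokines. IL20RA had log2 FCs of -1.51 in PN-KCs (SE 0.71) and -1.99 in PP-KCs (SE 0.69), and IL22RA1 of -1.48 (SE 0.61) and -1.30 (SE 0.59). In PP-Skin vs. NN-Skin the log2 FC was 0.55 for IL36RN, -0.16 for IL20RA, -0.26 for IL22RA1 and -0.72 for TNFAIP8L3, with SEs of 0.87 to 1.91. Without the 1 PP-Skin library with dermal transcripts it was -3.88, -1.74, -1.52 and -2.07 in the same order. In PN-Skin vs. NN-Skin it was -1.76 for IL36RN, 0.19 for IL20RA, -0.45 for IL22RA1 and -0.10 for TNFAIP8L3, or -4.33, -1.53, -1.55 and -2.01 without the 1 PN-Skin library with dermal transcripts. None passed edgeR's quasi-likelihood test. With 10 prior degrees of freedom, IL36RN and TNFAIP8L3 passed in PN-KCs and PP-KCs (FDR 0.0062 to 0.0429), IL20RA passed in PP-KCs alone (FDR = 0.0352) and IL22RA1 in neither. Without NN-KC replicate 7, that test called no gene of the interleukin 1 family and cytokine receptor list in PN-KCs, IL36RN included. Over 23 genes of the interleukin 1 family and cytokine receptors, the median log2 FC was -0.37 in PN-KCs and -0.54 in PP-KCs. Adjusted over the list alone, 3 were decreased in PN-KCs and 4 in PP-KCs.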

We did not detect *IL17A* or *TNF* expression in KC or full-thickness skin samples, and there was no indication that genes decreased in PP- or PN-KCs are repressed by these cytokines (Supplementary Figure S7).

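IL17A encodes the main cytokine of T helper 17 cells. It had 0 counts in 23 of 24 libraries and 17 counts (0.698 CPM) in 1 PP-Skin library. TNF encodes tumor necrosis factor and had 7 to 98 counts in every one of the 24 libraries, all above 0.25 CPM, although the deposited FPKM of TNF was 0 in each. An FPKM of 0 cannot meet the paper's further rule for detection, a lower confidence limit of the FPKM above 0. An FPKM of 0 in every library beside at least 50 counts in every library was found for 88 genes of the files. TNF had log2 FCs of -0.21 in PN-KCs (SE 0.51) and 0.06 in PP-KCs (SE 0.53) vs. NN-KCs, and of 0.50 in PP-Skin vs. NN-Skin (SE 0.80), or -0.03 without the 1 PP-Skin library with dermal transcripts.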

### Identification of an AP-1 motif enriched in regions upstream of PN-KC-decreased DEGs and within open chromatin regions near differentiation-associated genes

The magnitude of PN vs. NN differences has been limited in prior transcriptome studies of full-thickness skin biopsies^15^. It was therefore surprising to find strong differences between PN-KCs and NN-KCs, with identification of 336 PN-KC-decreased DEGs (Fig. 1C). 

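Among the genes lower in PN-KCs than in NN-KCs were regulators as well as structural genes of differentiation. ZNF750, a transcription factor gene of terminal differentiation, averaged 20.6 ± 21.7 FPKM in NN-KCs and 2.17 ± 1.11 in PN-KCs (SD, n = 4), a log2 FC of -3.44 (SE 1.13). SERPINB4 had a log2 FC of -4.18 (SE 1.45). Of 40 genes named in the paper and tested, 29 had a log2 FC below -1 in PN-KCs. Over 14297 genes tested in PN vs. NN, 543 had FC < 0.50 and 76 FC > 2 at an unadjusted p under 0.05, and the lowest FDR was 0.520 in edgeR's quasi-likelihood test. In PN-KCs, 406 genes were decreased and 24 increased at 10 prior degrees of freedom. Leaving out NN-KC replicate 7 left 12 decreased and 3 increased, and leaving out NN-KC replicate 6 gave 905 DEGs. The paper reasons that such differences between PN-KCs and NN-KCs were unexpected because earlier studies of whole skin biopsies found limited differences between uninvolved and normal skin.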

We evaluated whether genomic sequences 5000 BP upstream of the 336 PN-KC-decreased DEGs were enriched for motifs known to participate in sequence-specific interactions with transcription factors (TFs) or unconventional DNA-binding proteins (uDBPs). Of 2935 motifs screened^26^, 277 were significantly enriched in regions upstream of the 336 PN-KC-decreased DEGs (FDR < 0.10). A significant proportion of the 277 motifs were associated with Fos- and Jun-related TFs from the bHLH/bZIP class and basic superfamily (Supplementary Figure S8).

Only 34 of the 277 significant motifs interacted with TFs or uDBPs with decreased expression in PN-KCs compared to NN-KCs (FDR < 0.10). These 34 motifs included one recognized by KLF4 and several others associated with AP-1 (Supplementary Figure S8E and F). Consistent with this, several genes encoding Jun- and Fos-related TFs trended towards decreased expression in PN-KCs compared to NN-KCs, although only *FOSL2* and *JUNB* met criteria as DEGs with FDR < 0.10 and FC < 0.50 (Supplementary Figure S8D). 

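FOSL2 encodes the AP-1 subunit Fra-2. It averaged 23.9 ± 11.2 FPKM in NN-KCs, 13.4 ± 2.57 in PN-KCs and 15.6 ± 2.43 in PP-KCs (SD, n = 4). Its log2 FC in PN-KCs vs. NN-KCs was -0.98 (SE 0.36), and that of JUNB, another AP-1 subunit gene, was -0.96 (SE 0.36), both just short of FC < 0.50. Both had an FDR of 0.520 in edgeR's quasi-likelihood test. With 10 prior degrees of freedom the FDR was 0.0614 for FOSL2 and 0.0846 for JUNB. JUNB averaged 75.6 ± 35.4 FPKM in NN-KCs and 43.2 ± 7.36 in PN-KCs. Of 10 AP-1 genes tested, 8 had a log2 FC below 0 in PN-KCs, 3 of them below -1, and the median was -0.81. None passed the quasi-likelihood test, over all genes or adjusted over the list alone. In PP-KCs the median over 9 genes was -0.76. Without NN-KC replicate 7 the medians were -0.32 in PN-KCs and -0.29 in PP-KCs.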

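The 7-base AP-1 site, TGACTCA or its reverse complement TGAGTCA, was searched in the GRCh37 sequence from 5000 bp upstream to 500 bp downstream of gene starts. DSC2, a desmosomal cadherin gene, has it 634, 1020 and 2673 bp upstream of its start at position 28682485 on chromosome 18. IVL has it 123, 2121, 3342 and 4429 bp upstream of its start, and FLG 1629 and 3490 bp upstream. KLF4, a transcription factor gene of barrier formation on chromosome 9, has 1 site 615 bp upstream and 1 site 218 bp downstream. CASP14, which encodes a protease that processes filaggrin, has a site 190 bp upstream, and LOR has one 48 bp upstream. In PN-KCs vs. NN-KCs the log2 FC was -1.60 for DSC2 (SE 0.57), -1.83 for KLF4 (SE 0.68) and -3.56 for CASP14 (SE 1.31). No gene was decreased in edgeR's quasi-likelihood test, so the share with a site was taken over the 406 genes decreased with 10 prior degrees of freedom. Of these, 274 (67.5%) had a site in the window, against 54.9% of 13876 other genes tested (odds ratio 1.71, p = 3.7e-07, two-sided Fisher's exact test). With 1000 bp upstream the shares were 23.9% and 15.6% (p = 1.7e-05, same exact test). In a logistic regression with GC content the odds ratio was 1.71 (95% confidence interval 1.39 to 2.11). Genes of 1 cluster share sequence and are not independent. The set of 406 also depended on 1 control culture, since 12 genes were called decreased without NN-KC replicate 7.

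**Figure D2:**
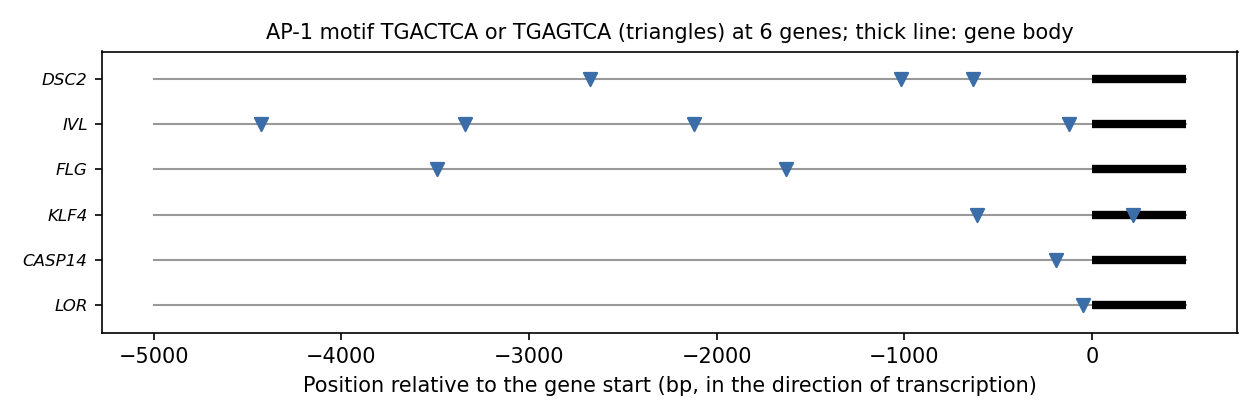
Positions of the AP-1 site (triangles) relative to the gene start (horizontal axis, bp) at 6 genes (vertical axis), with gene bodies as thick lines. Sites lie from 48 bp to 4429 bp upstream, and KLF4 also has 1 within the gene 218 bp downstream of its start.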

We identified one motif (5-TGACTCA/TGAGTCA-3) interacting with Fra-2 (FOSL2) that was present in upstream regions of several genes known to influence KC differentiation, including *DSC2*, *IVL*, *FLG*, *KLF4*, *CASP14*, and *LOR* (Supplementary Figure S9). Several occurrences of this motif were in open chromatin regions defined by ENCODE studies of NHEK cells (Supplementary Figure S9B and C)^27^.

### A module of 36 co-expressed genes (ACER1-36) with differentiation-dependent expression is down-regulated in KCs from lesional and uninvolved psoriatic skin

We used hierarchical clustering to group genes into 239 modules (≥25 genes per module) based upon co-expression patterns across an independent dataset (i.e., 82 normal human skin samples from control subjects; Fig. 5A)^14^. Of 239 modules, we identified 61 differentially expressed modules (DEMs) with member genes biased towards PN-KC-increased (21 DEMs) or –decreased (40 DEMs) expression. Increased and decreased DEM medoids were often negatively correlated (Fig. 5C,D) and approximately 20% of PN-KC-decreased DEGs could be accounted for by only 3 modules (ACER1-36, GATA3-119, PYCARD-46) (Fig. 5E).

**Figure 5:**
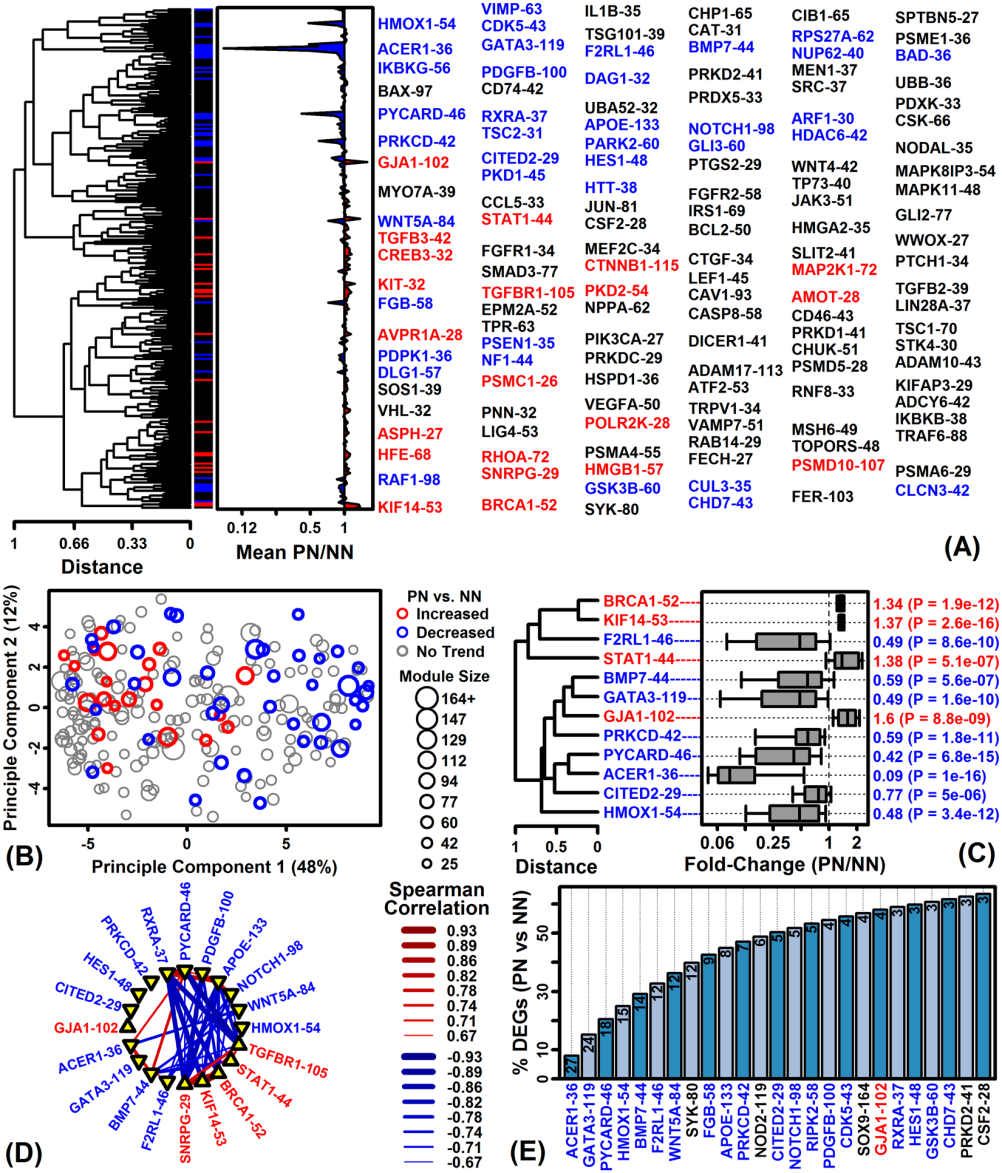
Identification of differentially expressed modules (DEMs) from the comparison of PN-KCs to NN-KCs. (**A**) Cluster analysis of 239 co-expression module medoids (Euclidean distance; horizontal axis: average FC among module genes). Module IDs are shown (right margin; red: PN-KC-increased DEMs; blue: PN-KC-decreased DEMs). (**B**) Module medoids plotted with respect to principal component axes (red: PN-KC-increased DEMs; blue: PN-KC-decreased DEMs). (**C**) Cluster analysis of top 12 DEM medoids (Euclidean distance; grey boxes: middle 50% of FC estimates; whiskers: middle 80% of FC estimates). (**D**) Spearman rank correlations among medoids (top 20 DEMs). (**E**) Cumulative percentage of the 336 PN-KC-decreased DEGs accounted for by modules (black font: number of PN-KC-decreased DEGs in each module).

ACER1-36 included genes with the strongest and most consistent expression differences between PN-KCs versus NN-KCs (Fig. 5A,C; Fig. 6A). 

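ACER1 encodes an alkaline ceramidase, an enzyme that breaks down ceramides. It averaged 6.92 ± 7.51 FPKM in NN-KCs, 0.553 ± 0.389 in PN-KCs and 0.514 ± 0.326 in PP-KCs (SD, n = 4). Its log2 FC vs. NN-KCs was -3.84 in PN-KCs (SE 1.25) and -3.93 in PP-KCs (SE 1.24). ASPRV1, a gene shown in Fig. 6A, encodes the protease that matures filaggrin and had log2 FCs of -4.79 in PN-KCs (SE 1.61) and -4.47 in PP-KCs (SE 1.59). C1orf68, a skin-specific envelope protein gene, had log2 FCs of -3.49 and -3.91. The FDR of the 3 genes was 0.520 in PN-KCs in edgeR's quasi-likelihood test. With 10 prior degrees of freedom it was 0.0094 for ACER1, 0.0060 for ASPRV1 and 0.0214 for C1orf68, and in DESeq2 it was 0.0942 for ACER1.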

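Other genes shown in Fig. 6A act in lipid metabolism, desquamation and cornification. ALOX12B, a lipoxygenase of barrier lipid synthesis, had log2 FCs of -4.26 in PN-KCs (SE 1.37) and -3.62 in PP-KCs (SE 1.35) vs. NN-KCs. KPRP, a keratinocyte proline-rich protein gene, had log2 FCs of -4.05 and -3.71, and KRT78, a suprabasal keratin gene, of -3.64 and -3.60. NCCRP1, a cornification-associated gene, had log2 FCs of -3.61 and -3.34. KLK7, a protease of desquamation, had log2 FCs of -2.80 in PN-KCs (SE 1.03) and -2.46 in PP-KCs (SE 1.03). KLK5, the protease that activates KLK7, had the smallest of these, with -1.32 (SE 0.60) and -1.29 (SE 0.51). None passed edgeR's quasi-likelihood test (FDR = 0.520 in PN-KCs and 0.506 in PP-KCs). With 10 prior degrees of freedom all 6 passed in PP-KCs, and all but KLK5 (FDR = 0.162) passed in PN-KCs. Without NN-KC replicate 7, that test called 12 decreased genes in PN-KCs where it had called 406. In PP-KCs it called 10 where it had called 360. No member of the gene lists, such as ACER1, ASPRV1 or ALOX12B, was called in that fit of PN-KCs. The full membership of the module was not used.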

27 of 36 genes were decreased significantly in PN-KCs compared to NN-KCs (FDR < 0.10 with FC < 0.50), and most genes were similarly decreased in PP-KCs compared to NN-KCs (Fig. 6B). 

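The epidermal differentiation complex was taken as the segment of chromosome 1 from 151955391 to 153604515 on GRCh37, from S100A10 to S100A1. It holds the filaggrin family, the late cornified envelope and small proline-rich genes and S100 genes. Of 53 genes of the segment tested in PN-KCs vs. NN-KCs, 49 had a log2 FC below 0 and 40 below -1, with a median of -3.06 against 0.01 for the other genes. In PP-KCs, 52 of 55 were below 0 and 43 below -1, with a median of -2.69. None was a DEG in edgeR's quasi-likelihood test. Of the 406 genes decreased in PN-KCs with 10 prior degrees of freedom, 34 (8.37%) lay in the segment (odds ratio 66.7, p = 4.9e-40, two-sided Fisher's exact test). In PP-KCs 31 of 360 did (odds ratio 54.4, p = 1.2e-35, same exact test). This test takes genes as independent, whereas the correlation among late cornified envelope genes was estimated at 0.892 in PP-KCs vs. NN-KCs, so its p leaves shared variation out of account. Without NN-KC replicate 7, 12 genes were called decreased in PN-KCs, none of them a cornified, late cornified envelope or small proline-rich gene of the lists, and the median log2 FC of the late cornified envelope list was -1.10 where it had been -3.74. Some genes of the segment did not share the lower level, such as S100A10 at 1 end, with log2 FCs of 0.08 in PN-KCs and -0.06 in PP-KCs, and PRR9 in the interior, with -0.03 and 0.04. Near the other end, S100A3 had -1.20 and -1.34.

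**Figure D3:**
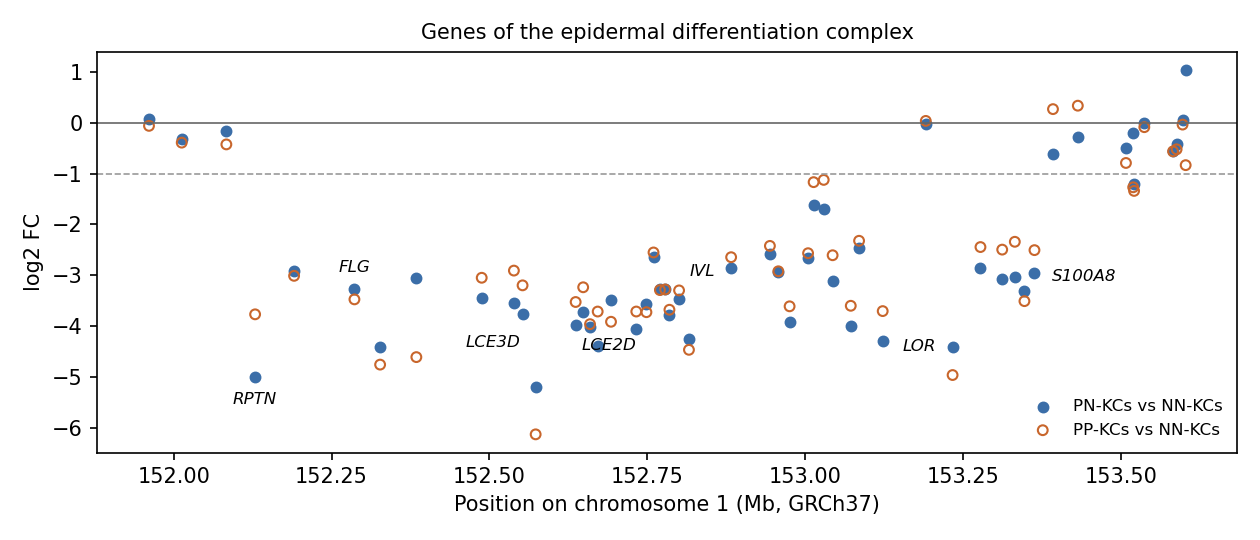
Log2 FC (vertical axis) of each tested gene of the epidermal differentiation complex by its position on chromosome 1 (horizontal axis, Mb), in PN-KCs and PP-KCs vs. NN-KCs, with a dashed line at FC 0.50. Most genes of the interior lie below the dashed line, and most genes near both ends lie above it.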

A significant fraction of the 36 genes (12/36) were located on chromosome 1 within the 1q21 segment that includes the epidermal differentiation complex (EDC) (Fig. 6E). Consistent with this, ACER1-36 was significantly enriched for genes associated with epidermis development, keratinization, and cell differentiation (Fig. 6D). Nearly all 36 genes were repressed by treatments that block normal keratinocyte differentiation, such as RNAi knockdown of *MAF*/*MAFB*, *ZNF750* and *STAU* (Fig. 6H–J). Analysis of 5000 BP regions upstream of ACER1-36 identified enrichment for DNA motifs recognized by zinc finger protein transcription factors as well as a motif that interacts with MAF bZIP transcription factor F (*MAFF*) (Fig. 6F,G).

**Figure 6:**
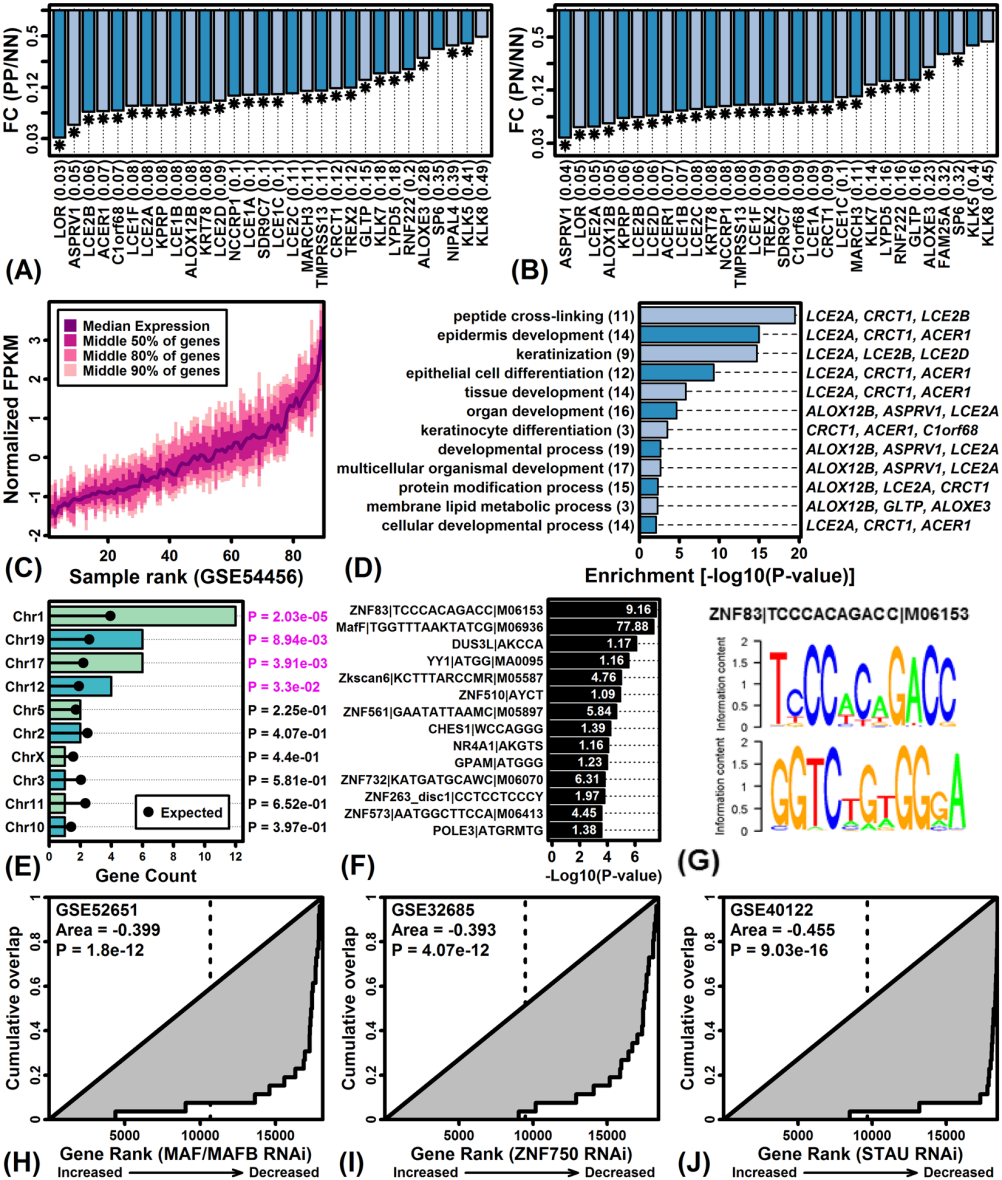
The ACER1-36 module is decreased in PP- and PN-KCs and exhibits differentiation-dependent expression. (**A**,**B**) ACER1-36 genes ranked according to their expression decrease (PP/PN-KCs, bottom margin: FC). (**C**) ACER1-36 expression in NN skin (GSE54456). (**D**) GO BP terms enriched a mong ACER1-36 genes (left margin parentheses: number of genes per term). (**E**) Chromosomes associated with AVER1-36 genes (right margin: Fisher’s Exact Test p-values). (**F**) Motifs enriched in regions 5000 bp upstream of ACER1-36 genes (white font: observed/expected motif frequency). (**G**) ZNF83 sequence logo. (**H**–**J**) ACER1-6 genes show decreased expression in KCs following RNAi knockdown of (**H**) MAF and MAFB, (**I**) ZNF750, and (**J**) STAU. Genes are ranked according to their RNAi expression change and cumulative overlap with ACER1-36 genes is shown.

## Discussion

The classic conception of psoriasis as a cutaneous disease has evolved towards a more nuanced understanding of psoriasis as a hybrid immune-cutaneous condition resulting from abnormal interactions between KCs and activated immune cells^1,2^. The possibility that intrinsic KC defects drive plaque formation, at least in part, has been frequently debated but remains unresolved^3,6,11^. This study used primary monolayer cultures as a model system to compare KCs grown from lesional (PP), uninvolved (PN), and normal human skin (NN). Altered expression of differentiation-associated genes was the strongest transcriptomic feature distinguishing PP/PN-KCs from NN-KCs, with PP/PN-KCs exhibiting decreased expression of early/late differentiation markers (*KRT1*, *KRT10*, *FLG*, *LOR*) and differentiation mediators (*CASP14*, *ACER1*). A subset of PP/PN-KC-repressed genes was associated with AP-1 binding sites and belonged to a single co-expression module (ACER1-36) mapping to the EDC. These results highlight differentiation as a key dysregulated process that may drive other aspects of the *in vitro* PP/PN phenotype (e.g., increased DNA synthesis and cell proliferation). Our findings are additionally consistent with the idea that PN-KCs have intrinsic defects limiting their differentiation capacity, which supports a model of pathogenesis in which plaque formation results at least in part from a primary cutaneous defect.

Transcriptome studies of full-thickness lesional and uninvolved psoriatic skin have been advanced to discover unique cutaneous features of psoriatic skin, which may allow for the identification of genes with KC-specific changes in transcriptional activity^12–14^. Transcriptome findings from this *in vitro* study, however, agreed only partially with results from full-thickness skin biopsies (Fig. 2). For example, several genes known to be robustly elevated in full-thickness sections of PP skin were in fact down-regulated in PP-KCs compared to NN-KCs (e.g., *S100A8*, *S100A9*, *IL36G*; Fig. 2). This seems paradoxical, and may reflect differential response patterns of such genes in the context of cell culture as compared to intact skin^22,28^. Alternatively, such genes may be predominantly KC-expressed and thus tend to show elevated expression in PP skin biopsies, due to expansion of the epidermal compartment^13^. Additional examples include genes within the EDC previously identified as up-regulated in PN skin compared to NN skin (e.g., *SPRR2B*, *SPRR2G*, *SPRR3*, *LCED3*)^15^. These findings suggest that analysis of full-thickness skin biopsies may obscure functionally important expression declines in PP- and PN-KCs, which can in contrast be detected from *in vitro* analysis of patient-derived cells (Fig. 2). This may explain why genes with decreased expression in full-thickness psoriatic skin biopsies included a lower proportion of genes near loci identified by psoriasis GWA studies^23^, whereas such overlap was stronger among genes decreased in PP/PN-KCs compared to NN-KCs (Fig. 3).

Uninvolved skin from psoriatic patients appears macroscopically normal, although previous studies have identified impaired barrier recovery along with decreased abundance of late differentiation markers, such as the cornified envelope proteins filaggrin (*FLG*) and loricrin (*LOR*)^29^. In agreement with these findings, expression of *FLG* and *LOR* was decreased in PN-KCs compared to NN-KCs (Fig. 4). We additionally identified decreased expression of involucrin (*IVL*) in PN-KCs (Fig. 4), which was not previously observed in analyses of full-thickness skin sections^29^. It has been proposed that decreased expression of *FLG* and *LOR* in uninvolved psoriatic skin is secondary to elevated TNF-α expression in PN compared to NN skin^29^. We did not detect TNF expression in our samples and there was no indication that TNF represses expression of PN-KC-decreased DEGs (Supplementary Figure S7). In our experiments, KCs harvested from skin biopsies underwent repeated wash steps in monolayer cultures, which we expected to equalize the extracellular environment and cytokine concentrations of PN-KCs and NN-KCs. It is possible, however, that elevated TNF-α in PN skin alters the methylation status of promoter elements associated with *FLG*, *LOR*, and *IVL*, which may then be inherited in subsequent cell divisions to explain loss of *FLG*, *LOR*, and *IVL* expression in PN-KCs^30^. Alternatively, psoriatic KCs may harbor disease-associated genetic variants leading to decreased expression of genes required to execute the full differentiation program, including the EDC-associated ACER1-36 module identified in this study (Figs 5 and 6).

Transcription factors (TFs) regulate normal epidermal differentiation and genetic variants that alter TF activity may contribute to impaired KC differentiation of psoriatic skin^31,32^. Consistent with this, expression of *KLF4* and *KLF4*-regulated genes was decreased in PN-KCs compared to NN-KCs. PN-KCs also showed decreased expression of genes encoding AP-1 transcription factors (*FOSL2* and *JUNB*), and motifs associated with Jun- and Fos-related TFs were enriched in regions upstream of the 336 PN-KC-decreased DEGs. This appears consistent with prior work suggesting that decreased AP-1 activity in psoriatic KCs may precede plaque formation^33^. In mice, epidermal deletion of *JUNB* and *JUN* was shown to promote a psoriasiform skin phenotype with arthritic lesion formation^33^. A recent genomic analysis also demonstrated that risk alleles at enhancer-associated non-coding psoriasis susceptibility loci frequently disrupt AP-1 binding sites^26^. These findings and our current data suggest that loss of AP-1 activity or DNA binding may impair differentiation of psoriatic KCs, and such effects may be synergistic with decreased *KLF4* expression. Within the *in vivo* setting, this may have an initiating effect on plaque development by weakening the PN epidermal barrier, thereby lowering the threshold for triggering inflammatory responses^3,26^.

It is important to note that our study was performed using KCs cultured under relatively low calcium concentrations (0.1 mM), which may have favored a proliferative phenotype and inhibited KC differentiation regardless of the donor’s disease status^34,35^. While we expect some differentiation markers to be expressed at this calcium concentration^34,35^, experiments performed with higher concentrations (e.g., 1.2–2.4 mM) would have provoked further cell-to-cell contact, culture stratification and differentiation. Potentially, higher calcium concentrations may have widened PP/PN versus NN differences with respect to the expression of differentiation-associated genes, although further studies would be needed to evaluate this possibility, with PP/PN- and NN-derived KCs cultured under varying calcium concentration levels. We also note that our analyses have identified differences in mRNA expression, whereas further characterization of KC differentiation status would require assays for key differentiation marker proteins (e.g., KRT1, KRT5, KRT10, KRT14, FLG, LOR and IVL). Finally, in this study we concurrently analyzed expression profiles of KC monolayer cultures and whole skin biopsies from the same patients. This allowed us to compare KC and whole skin PP/PN versus NN expression signatures while controlling for patient heterogeneity^36^. However, an alternative approach for future work may be to perform similar comparisons using epidermal isolates rather than full-thickness biopsies (e.g., ammonium thiocyanate incubation or laser capture microdissection)^24,37^. This would limit the influence of non-KC cell types and may yield a PP/PN versus NN signature more correspondent with that observed in monolayer cultures.

This study extends previous transcriptome analyses to include RNA-seq analysis of patient-derived KC monolayer cultures, which had not yet been investigated using the modern toolkit of sequencing and bioinformatic methods. Our transcriptomic findings uncover novel expression differences among PP, PN and NN skin samples that are not discerned from analysis of full-thickness skin sections. Such differences can be unambiguously localized to KCs and may reflect intrinsic disease-associated features of the psoriatic KC phenotype. Our results provide direction for future studies to further address longstanding questions regarding the contribution of KCs to plaque formation in psoriatic disease.

## Methods

### Ethics statement

Samples were obtained from volunteer patients with informed written consent in accordance with Declaration of Helsinki principles. All protocols were approved by an institutional review board (University of Michigan, Ann Arbor, MI, IRB No. HUM00037994).

### Patient samples

6 mm punch biopsies were obtained from 4 psoriasis patients (PP, PN) and 4 normal control subjects without psoriasis (NN). The average age of the psoriasis patients was 46.5 years (range: 42–53; 3 males, 1 female) and the average age of the controls was 51.2 years (range: 29–61; 2 males, 2 females). PP samples were obtained from the central region of an active psoriasis plaque located on the forearm, leg, abdomen or flank region. PN and NN samples were obtained from sun-protected skin of the buttock or upper thigh region. Prior to biopsy collection, psoriasis patients had discontinued systemic therapies for at least 2 weeks, and had not used topical treatment for at least 1 week. Biopsies were obtained following local lidocaine injection for anesthesia and split into two fractions. One fraction was flash frozen in liquid nitrogen and stored at −80 °C until further processing for RNA extraction. The second fraction was processed immediately to generate primary KC monolayer cultures.

### Keratinocyte monolayer cultures

Skin biopsies were washed in HBSS containing antibiotics to remove blood, fat was trimmed away, and the remaining tissue was rinsed in 70% ethanol before being incubated in 50U/ml dispase (Gibco) at 37 °C for 2 hours to release epidermis from dermis. Epidermal sheets were incubated in 0.05% Trypsin-EDTA (Invitrogen) for 15 min at 37 °C, after which a slurry of cells was apparent. Trypsin was neutralized by the addition of complete Medium 154 culture medium containing 1% HKGS, 0.1 mM Ca^2+^ and antibiotics (Invitrogen). Cells were passed through a 100 µm cell strainer (BD Biosciences), washed, suspended in fresh culture medium, and seeded into 6-well cell culture plates (BD Biosciences). Cells were left undisturbed for 6 days at 37 °C with 5% CO_2_. Thereafter medium was replenished every 2–3 days. Cells were harvested shortly after reaching confluence and further processed for RNA extraction.

### High throughput RNA sequencing

Total RNA was processed for high throughput sequencing using the Illumina TruSeq mRNA Sample Prep v2 kit (catalog no. RS-122-2001 and RS-122-2002). mRNA was generated by polyA purification using approximately 0.1–3.0 µg of total RNA per sample. Following fragmentation, mRNA was converted to cDNA using random primers and reverse transcriptase. Adaptor barcodes were added to permit multiple samples to be sequenced in each lane of a HiSeq flow cell (Illumina). Final cDNA libraries were purified and enriched by PCR (Kapa’s library quantification kit for Illumina Sequencing platforms; catalog no. KK4835; Kapa Biosystems, Wilmington MA). Quality assessment and cDNA quantification was performed using the Agilent TapeStation. Samples were clustered using Illumina’s automated clonal amplification system (cBot) and run with 6 samples per lane on a 50 cycle single end Illumina HiSeq 2000.

### Gene expression quantification

Sequencing generated an average of 28.0 million 50 bp reads per sample (*n* = 24 samples). These reads were further processed by Cutadapt and the FASTX-Toolkit to remove adaptor sequence and filter out low-quality reads, yielding an average of 27.6 million reads per sample (Supplementary Figure S1)^38,39^. FastQC was used to assess quality control parameters before and after read filtering^40^. The quality-filtered reads were then mapped to the human genome (hg19, UCSC) using tophat2 under default settings^41^, except only a single alignment was permitted per read and the coverage based junction search was disabled (settings: -g 1–no-coverage-search). Samtools was used to sort and index BAM alignment files and to calculate BAM file statistics^42^. HTSeq was used to tabulate the number of reads mapping to each genomic feature, with counts tabulated only for genes that completely overlapped a given feature, with at least some sequence uniquely mapping to the assigned feature and no other (-m intersection-strict)^43^. Cufflinks was then used to calculate FPKM estimates of gene expression along with associated confidence intervals^44^. RSeQC and RNA-SeQC were used to assess quality of sequence alignments (e.g., percentage of mapped and mapped intragenic reads, expression profiling efficiency)^45,46^.

### Differential expression analysis

Tests for differential expression were performed for protein-coding genes with detectable expression in at least 2 of 8 samples involved in a given comparison. For a gene to be considered as having detectable expression in a given sample, we required greater than 0.25 cpm (count per million mapped reads) with the lower limit of the FPKM 95% confidence interval greater than zero. Applying these criteria, we detected an average of 13660 protein-coding genes among the 24 samples (Supplementary Figure S1F). For genes with detectable expression in 2 of 8 samples involved in a given comparison, tests for differential expression were performed by fitting negative binomial generalized log-linear models to normalized gene counts, followed by likelihood ratio tests to assess statistical significance of expression differences (PP vs. PN, PP vs. NN, or PN vs. NN)^47^. Gene counts were normalized using the weighted trimmed mean of M-values method^48^, and negative binomial model dispersions were estimated using the Cox-Reid (CR)-adjusted likelihood approach^49^. For the PP vs. PN comparison, patient was included as an additional covariate in log-linear models to account for sample pairing, whereas the other comparisons (PP vs. NN, PN vs. NN) involved two independent groups without additional model covariates. Raw p-values from differential expression analyses were adjusted using the Benjamini-Hochberg method^50^.

### Identification of differentially expressed modules (DEMs)

A set of 13045 KC-expressed protein-coding genes was clustered with respect to expression patterns (FPKM) across 90 normal human skin biopsies from non-psoriatic control subjects^14^. The 13045 genes were each detected in at least 2 of the 8 samples for each of the 3 KC sample comparisons (i.e., PP vs. PN, PP vs. NN, PN vs. NN). Prior to clustering, expression of each gene was centered such that the average expression across samples was equal to zero. Expression values were then standardized to have the same mean and unit variance in all samples. The 13045 genes were clustered using average linkage hierarchical clustering and the Euclidean distance metric (R function: hclust). The resulting dendrogram was used to assign genes to each of 239 modules with a minimum module size of 25 genes (R package: dynamicTreeCut). Label assigned to each module were based upon the member gene most heavily annotated with Gene Ontology (GO) terms and the number of genes within the module. For example, the ACER1-36 module included 36 genes, of which *ACER1* was annotated with the largest number of GO terms.

Differentially expressed modules (DEMs) were identified based upon the comparison of expression in PN-KCs and NN-KCs. To identify DEMs, we evaluated whether genes within a module were more likely to be PN-KC-increased or PN-KC-decreased as compared to all other genes included in the cluster analysis (Wilcoxon rank sum test). The test was applied to each of the 239 modules and raw p-values were adjusted using the Benjamini-Hochberg method. Since modules included differing numbers of genes, this test was performed using only the 25 genes in each module that were closest to the module’s centroid (Euclidean distance), with the module’s centroid calculated by averaging expression of genes in each of the 90 samples used for cluster analysis. This ensured that DEMs were identified based only upon genes most representative of each module, and additionally equalized statistical power across modules for identification of DEMs. Overall, we identified 40 PN-decreased DEMs for which the median KC-PN/KC-NN FC was less than zero (FDR < 0.05), along with 21 PN-increased DEMs with median KC-PN/KC-NN FC greater than zero (FDR < 0.05).

### Comparison to genes identified by psoriasis GWA studies

A curated list of genome-wide significant risk variants from prior psoriasis GWA studies was obtained from an earlier publication^23^. Only studies testing for associations with psoriasis vulgaris (PsV) were included (i.e., studies testing for associations with psoriatic arthritis were excluded). The initial list included 129 PsV-associated loci from 67 independent regions^23^. This list was filtered to include only one locus from each independent region, with the most significant locus retained in those cases where the same region was associated with multiple PsV-associated loci. Protein-coding genes were then identified at varying distances from the 67 independent PsV-associated loci, and we evaluated overlap with respect to genes with expression most strongly altered in our experiments (Fisher’s Exact test; Supplementary Figure S3).

### DNA motif analysis

DEGs and DEMs were investigated to identify DNA motifs enriched in regions upstream of transcription start sites (TSS). A 5500 bp region was evaluated for DNA motif matches for each gene (5000 bp upstream of TSS, 500 bp downstream of TSS). A comprehensive set of 2935 motifs was included in the analysis, which had been assembled, filtered and annotated in a prior study^26^. The 2935 motifs were drawn from multiple source databases, including the human protein-DNA interaction database (hPDI), Jaspar, UniPROBE, TRANSFAC, and the ENCODE project^26^. For each DEG set or DEM, enrichment of motifs within 5500 bp TSS-proximal regions was evaluated using semiparametric generalized additive logistic models (GAM)^51^. The Benjamini-Hochberg method was used to correct raw p-values across the complete set of 2935 motifs included in the analysis^50^.

### Data Availability

 All raw and processed gene expression data are available from Gene Expression Omnibus (GEO) under the accession GSE107871.

## Electronic supplementary material

Supplementary Figures

How the deposited data were processed for this re-analysis (not part of the article)

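RNA-seq values of 24 libraries were analysed, 12 from monolayer KC cultures and 12 labelled as full-thickness skin biopsies, in 6 groups of 4 (NN-KC, PN-KC, PP-KC, NN-Skin, PN-Skin and PP-Skin) from 8 subjects. The authors made the read count of each gene and library before deposition by trimming 50 bp single-end reads with cutadapt 1.6 and the FASTX-Toolkit, aligning them to hg19 with TopHat2 2.0.12 (1 alignment per read, no coverage search) and counting reads per gene symbol with HTSeq in its intersection-strict mode. The deposited count values are whole numbers with no normalization. The authors made the deposited FPKM values with Cufflinks 2.2.1, which divides by transcript length and by mapped reads. The version of HTSeq is not given in the sources used here. For library preparation and sequencer, the sample labels name an Illumina mRNA-Seq kit and a Genome Analyzer IIx, whereas the paper names the TruSeq v2 kit and a HiSeq sequencer.

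Total counts averaged 24344703 per library (median 23379282, range 16944241 to 33338120). A mean of 13854 protein-coding genes per library exceeded 0.25 CPM. These totals limit counting error only. With 4 libraries per group, the spread between subjects sets the precision of each FC, which is given as an SE.

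Of 25272 genes in the files, 106 (XIST, TSIX and Y-linked genes) were left out of every test. Of the 25166 kept, 23998 were matched to GENCODE release 44 on genome build 37, 21376 by their own symbol and 2622 through a RefSeq table, and 1168 were not matched. Among the matched genes, 18943 were protein-coding. The paper's second detection rule, a lower confidence limit of the FPKM above 0, was not applied, since confidence limits were not used here.

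Each comparison was fitted on its own 8 libraries with edgeR 4.0.16 in R 4.3.3, using TMM normalization and the quasi-likelihood test on protein-coding genes with more than 0.25 CPM in at least 2 libraries. The patient was a term in PP vs. PN, where 4 pairs of libraries per sample type share a patient. DEGs had a Benjamini-Hochberg FDR < 0.10 and FC > 2 or FC < 0.50. Whether the numbering of patients pairs PP and PN libraries was checked by correlating them after group means were removed. Differences between the KC and skin effects were tested with an interaction term. The alternatives tried were the likelihood ratio test, DESeq2 1.42.0, DESeq2 size factors, no low-count filter, a fit over the 12 libraries of a sample type, all genes instead of protein-coding genes, no replicate block and leaving out each library or patient in turn. A likelihood ratio test with 10 prior degrees of freedom, its leave-one-out fits and sample splits, and fits without the libraries with dermal markers were added after the data were seen. Other splits of the samples were fitted for each comparison. The tests were tested on simulated data, with 200 changed genes at 2-, 4- and 8-fold in 3 rounds.

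In addition, 21 gene lists were tested by the number of members called over all genes and adjusted over the list alone, and with camera of limma 3.58.1 on log2 CPM (prior count 2), with a preset correlation of 0.01 and with an estimated correlation. The lists held cornified envelope and suprabasal genes, late cornified envelope genes, small proline-rich genes, barrier lipid genes, epidermal proteases and inhibitors, differentiation transcription factors, basal keratinocyte genes, hyperproliferation keratins, cell cycle genes, angiogenesis genes, antimicrobial and plaque inflammation genes, IL-1 family and cytokine receptor genes, interferon response genes, AP-1 genes, immediate early and heat shock genes, and markers of the dermis, vessels, melanocytes, leukocytes, adipocytes, and of sweat gland, blood and hair follicle. Genes named one by one were the 41 genes that the text of the results names, genes labelled in the figures beside the claim they illustrate, the DEGs with the largest FC that separate the groups (of which there were 0 in the quasi-likelihood test), and up to 4 members of each list with the smallest p. The values in the paper's figures had been seen when this rule was set. Of the 41 genes, 40 passed the filter and were tested, and IL17A did not. Not every named gene is reported here.

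FC estimates in KCs and skin were compared by Spearman correlation, with Pearson correlation as the alternative, and with 1000 simulated sets of FCs under shared controls and under shared subjects. In PP vs. PN the simulated sets left out the pairing of PP and PN libraries by patient. Variance by subject, sample type and status was taken from log2 CPM. The AP-1 site was searched from 5000 bp upstream to 500 bp downstream of gene starts, with 1000 bp upstream as the alternative, for 14282 of the 14297 genes of PN vs. NN in KCs. Tables and plots were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9.

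The external microarray and RNA-seq data, the psoriasis risk loci, the motif library, the co-expression modules, the RNAi and cytokine experiments and the ENCODE chromatin data were not analysed here.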

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

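Chosen only after the results were seen were the tests with 10 prior degrees of freedom, their sample splits, the fits without the libraries with dermal markers, and the test of the cornified list without 1 NN-KC library.

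In 10 of 12 libraries labelled skin, dermal markers stayed below 8 times the highest KC library, a signal the paper does not report. COL1A1 reached 11.9 to 97.7 CPM in these 10 and 11.4 to 113 CPM in KCs, against 5040 to 7703 CPM in the other 2, which are 1 PN-Skin and 1 PP-Skin library. COL3A1 reached at most 5.82 CPM in the 10 and at least 4892 CPM in the 2. By Spearman correlation, 10 of the 12 libraries labelled skin had the KC library of the same subject and status as their nearest library.

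The first pattern weighed is that NN-KC and NN-Skin bars of Fig. 4 look alike. No table argues against either explanation tested. A candidate explanation is that the NN-Skin libraries hold RNA of keratinocyte cultures. The median log2 CPM of the dermal markers in NN-Skin was 0.31 above that in NN-KCs, within the bound of 1 set for that explanation. All 4 NN-Skin libraries lacked dermal markers, and endothelial, leukocyte and adipocyte markers were in none of them over 8 times the highest KC library. Whether the NN-Skin files hold the same libraries as the NN-KC files, or other libraries of the same RNA, cannot be told apart. The highest chi-square per degree of freedom of the 4 pairs was 1.71, between the bound for sampling noise (1.5) and the bound for different libraries (5), and reads that would decide it were not analysed here. A biological likeness of NN skin and NN-KCs was not tested.

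Differentiation genes in PP-KCs and PN-KCs were lower than in NN-KCs, the second pattern weighed. Dilution of keratinocyte RNA by other cell types is argued against, because the median log2 FC of the basal list lay 2.97 above that of the cornified list at the lower of both comparisons, over the bound of 1.5. That 1 NN culture carries the lower median of the cornified list is also argued against, since the highest median without 1 NN-KC library was -2.06. Leaving out 1 library cannot decide whether 2 NN cultures together carry that median. NN-KC libraries ranged from 29.5 to 809 FPKM for KRT1 and from 26.2 to 1818 for KRT10, where PN-KCs reached at most 133 and 135. With 10 prior degrees of freedom, PN vs. NN in KCs had 430 DEGs with all libraries. It had 167 without NN-KC replicate 5, 15 without replicate 7, 905 without replicate 6 and 725 without replicate 8. The count thus fell without replicate 5 or 7 and rose without replicate 6 or 8, so 2 cultures carrying the difference remains possible. Groups also overlapped, as for KRT10, with 26.2 FPKM in the lowest NN-KC library and 25.2 to 135 in PN-KCs. For calls of single genes, 1 NN culture stays open. In the likelihood ratio test with 10 prior degrees of freedom, 406 genes were called lower in PN-KCs with all libraries and 12 in a separate fit without NN-KC replicate 7, a drop that fits an explanation of calls by that culture. Whether the 12 are among the 406 was not examined, and no member of the 21 lists was called in that fit. Without that library the log2 FC in PN-KCs went from -3.97 to -1.31 for LCE2D, from -4.41 to -2.04 for LOR, from -3.27 to -2.03 for FLG, from -4.08 to -3.60 for KRT10 and from -3.56 to -3.33 for CASP14. The median of the late cornified envelope list went from -3.74 to -1.10. The part of that culture thus differed between genes, and how much of the difference it made stays open. In the quasi-likelihood test, with 0 decreased DEGs and 1288 genes at an unadjusted p under 0.05 in PN vs. NN, the part of 1 culture cannot be told apart from the rest because there was no call to lose (the likelihood ratio test called 2 decreased and DESeq2 38). A difference between patients and controls may also underlie the pattern and stays open as untested, as does a difference in how far the cultures had passed confluence, which was not analysed here.

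The third pattern is the genes called higher in PP-Skin and PN-Skin than in NN-Skin with 10 prior degrees of freedom. In PP-Skin 300 genes were called increased with all libraries and 13 in a separate fit without the 1 PP-Skin library with dermal markers. In PN-Skin the numbers were 276 and 9 without the 1 such PN-Skin library. Whether the 13 and 9 are among the 300 and 276 was not examined. A candidate source of these calls is dermal tissue in those 2 libraries, where DCN reached 1735 to 5601 CPM, VWF 191 to 204 CPM and CD74 1043 to 1095 CPM. No tested value argues against it. An effect of disease on genes called without these libraries stays open as untested.

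In the quasi-likelihood test the real count was 0, so each of the 35 splits of a comparison with NN gives as many and this test decides nothing about chance. The highest other count was 1 in PP vs. NN and 220 in PN vs. NN in KCs, and 1 and 2 in skin. At 10 prior degrees of freedom, other splits gave as many DEGs as the real groups in each comparison with NN, so chance cannot be excluded there. Counting the real grouping itself, 12 of 35 splits reached the real count in PP vs. NN in KCs (377 DEGs, highest other 671) and 12 of 35 in PN vs. NN (430, highest other 938). In skin 17 of 35 splits did in PP vs. NN (310, highest other 1325) and 20 of 35 in PN vs. NN (324, highest other 1174), again with the real grouping among them. For PP vs. PN, 8 splits are too few for a share under 0.05. Their real and highest other counts were 0 and 0 in KCs and 0 and 5 in skin in the quasi-likelihood test, and 158 and 63 in KCs and 0 and 1097 in skin with 10 prior degrees of freedom. Splits that call several times the real count, as in PP vs. NN and PN vs. NN in skin at 10 prior degrees of freedom, point to a structure of the samples other than their groups, which was not tested further.

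Single libraries lay far from the other 3 of their group for many of the 41 genes the paper names, where chance gives 1 in 20 groups, or 2.05 genes. In PP-Skin this held for 30 genes, 29 of them with 1 highest library, and in PN-Skin for 21 genes, 19 with 1 highest library. It held for 4 genes in NN-KCs and the same 4 genes in NN-Skin (LCE2D, LCE3E, LCE3D and LOR, highest in 1 library), for 3 in PN-KCs (SERPINB4, KRT10 and PYCARD) and for 1 in PP-KCs. Of 21 gene lists, 9 in PP-Skin, 9 in PN-Skin, 1 in PN-KCs (IL-1 family and cytokine receptor genes) and 1 in PP-KCs (AP-1 genes) had 1 library far from the others. The total count of 1 NN-Skin library lay far above the other 3, with a gap of 0.939 of the range.

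Melanocyte markers, which the paper does not discuss, were lower in PP-KCs than in PN-KCs with a median log2 FC of -1.50. All 8 tested were below 0, 7 of 8 passed when adjusted over the list alone, and the median was -2.13 to -1.05 as each patient was left out. The adjusted p was 6.4e-04 in limma's camera with the preset correlation and 0.923 with the estimated correlation. None passed over all genes in the quasi-likelihood test.

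Cell cycle genes, also not discussed by the paper as a group, had a median log2 FC of 0.46 in PP-KCs and 0.44 in PN-KCs compared to NN-KCs, with 40 of 40 above 0 in both. Without NN-KC replicate 7 the medians were 0.29 and 0.27. In limma's camera the adjusted p was 1.8e-14 and 6.6e-14 with the preset correlation, and 0.396 and 0.395 with the estimated correlation.

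Interferon response genes had a median log2 FC of 2.50 in PP-Skin (27 of 27 above 0) and 1.10 in PN-Skin (22 of 27) compared to NN-Skin. In limma's camera the adjusted p was 9.4e-10 and 2.4e-05 with the preset correlation, and 0.926 and 0.556 with the estimated correlation. Without the library with dermal markers of each group, the medians were 0.76 and 0.64.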

How the results depend on the processing

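Chosen only after the results were seen were the likelihood ratio test with 10 prior degrees of freedom, its leave-one-out fits and the fits without the libraries with dermal markers. The quasi-likelihood test, its thresholds and all other alternatives were chosen before the data were examined.

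In the quasi-likelihood test, 0 DEGs were called in each of the 6 comparisons, where 1268, 1357 and 1288 genes in KCs and 23, 731 and 755 in skin had an unadjusted p under 0.05 (PP vs. PN, PP vs. NN and PN vs. NN, an order kept below). These skin counts lie near or below the share of 0.05 of genes tested that is expected with no difference. The count stayed 0 with DESeq2 size factors, no low-count filter, all genes, a fit over 12 libraries (not run for PP vs. PN) and no replicate block (PP vs. PN alone). Leaving out each library or patient also gave 0, except in PP vs. PN in KCs, where it gave 0 to 1, with 1 DEG without patient replicate 2 and 1 without patient replicate 3. By the likelihood ratio test, there were 97, 7 and 2 DEGs in KCs and 0, 3 and 0 in skin. DESeq2 called 50, 23 and 42 in KCs and 1, 12 and 3 in skin. Giving the likelihood ratio test 10 prior degrees of freedom called 158, 377 and 430 in KCs and 0, 310 and 324 in skin. The cause of these differences between tests was not tested. Depth alone does not account for a count of 0, since in simulated counts at the same depth the quasi-likelihood test called 89.9% of genes changed 8-fold in PN vs. NN in KCs. Those genes were drawn at random, so this share does not give the power for cornified genes. Their median SD in NN-KCs was 2.68, against 0.293 over all genes.

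Without the libraries with dermal markers, the quasi-likelihood test called 306 DEGs in PP vs. PN in skin, from 2 patient pairs, and 0 in PP vs. NN and PN vs. NN. No KC fit of the same 2 patients was run beside the PP vs. PN fit. At 10 prior degrees of freedom, these counts were 372, 53 and 300.

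Leaving out single libraries moved the counts with 10 prior degrees of freedom. In PP vs. PN in KCs they were 62 (without patient replicate 4) to 242 (without patient replicate 3). In PP vs. NN in KCs they were 17 to 752, with 119, 64 and 22 without PP-KC replicates 1, 3 and 4, and 109, 697, 17 and 752 without NN-KC replicates 5, 6, 7 and 8. In PN vs. NN in KCs they were 15 to 905, with 248 and 160 without PN-KC replicates 2 and 4, and 167, 905, 15 and 725 without NN-KC replicates 5, 6, 7 and 8. For skin the ranges were 0 to 24, 53 to 487 and 57 to 601. Leaving out 1 patient gave 24 or 15 DEGs in PP vs. PN for 2 of the 4 patients. In PP vs. NN the count was 69, 74 and 133 without NN-Skin replicates 5, 7 and 8, and 53, 484 or 487 without 1 of 3 PP-Skin libraries. In PN vs. NN it was 66, 57 and 185 without the same NN-Skin replicates, and 533, 551 or 601 without 1 of 3 PN-Skin libraries.

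For the difference between KC and skin effects, the quasi-likelihood test called 0 genes. A likelihood ratio test called 7 in PP vs. NN and 15 in PN vs. NN, and with 10 prior degrees of freedom 7 and 10. Leaving out each subject gave 0 to 1 in PP vs. NN (1 without subject replicate 1, 2 or 8) and 0 to 2 in PN vs. NN (2 without subject replicate 4). DESeq2 size factors, no low-count filter, no replicate block and leaving out the libraries with dermal markers gave 0.

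The FC correlation between KCs and skin was positive in the alternatives of this paragraph. With controls split between KCs and skin, a separate check, it reached -0.231 in PP vs. NN and -0.120 in PN vs. NN at the lowest, and with patients split as well -0.159 in PP vs. PN, -0.323 in PP vs. NN and -0.226 in PN vs. NN. In PP vs. PN it was 0.469, or 0.502 by Pearson correlation, 0.346 with no low-count filter, and 0.248 to 0.379 as each patient was left out. It was 0.620 with skin of the 2 patients without dermal markers set against KCs of all patients. In PP vs. NN it was 0.417, or 0.220 by Pearson correlation and 0.303 with no low-count filter, with 0.209 to 0.886 as each replicate was left out (0.209 without NN replicate 7), and 0.845 without the PP-Skin library with dermal markers. In PN vs. NN it was 0.486, or 0.355 and 0.362 under the same alternatives, with 0.337 to 0.865 as each replicate was left out and 0.834 without the PN-Skin library with dermal markers. Subject, a term that also takes up the difference between patients and controls, had the largest adjusted R² for 64.2% of genes. With no low-count filter this held for 60.1%. The odds ratio of an upstream AP-1 site was 1.71 for the genes decreased with 10 prior degrees of freedom and reversed to 0.811 for those of the likelihood ratio test, a set of 2 genes. Decreased genes of the quasi-likelihood test gave no value, because there were 0. Of the latter sets, 0 in PN-KCs and 0 in PP-KCs lay in the epidermal differentiation complex, because they hold 2 and 5 genes.

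For gene lists, members called over all genes and all 6 comparisons numbered 0 in the quasi-likelihood test and its leave-one-out fits. In the likelihood ratio test, calls were 1 cornified, 1 plaque inflammation, 1 melanocyte and 1 sweat gland, blood or hair follicle gene. DESeq2 called 2 cornified, 1 late cornified envelope, 3 barrier lipid, 1 protease or inhibitor, 1 hyperproliferation keratin, 2 plaque inflammation, 1 IL-1 family and 2 immediate early genes. Calls at 10 prior degrees of freedom were 63 cornified, 29 late cornified envelope, 17 small proline-rich, 28 barrier lipid, 19 protease or inhibitor, 4 hyperproliferation keratin, 8 angiogenesis, 26 plaque inflammation, 11 IL-1 family, 10 interferon response, 2 AP-1, 23 transcription factor, 3 immediate early, 33 dermal, 8 endothelial, 7 melanocyte, 13 leukocyte, 3 adipocyte and 14 sweat gland, blood or hair follicle genes, and 0 basal and 0 cell cycle genes. Among single named genes, 2215 values under alternatives stayed on the same side of the threshold and 65 passed it, 60 of them with 10 prior degrees of freedom. The direction of genes that were not called was not always kept. Without the library with dermal markers, the log2 FC in PP-Skin vs. NN-Skin went from 3.22 to -2.34 for S100A8, from 1.42 to -4.79 for LOR, from 2.72 to -2.87 for KRT1 and from 3.61 to -4.22 for TGM3.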

Differences from the paper's values

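Chosen only after the values were seen were the likelihood ratio test with 10 prior degrees of freedom and the fits without the libraries with dermal markers.

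The paper's thresholds, FDR < 0.10 with FC > 2 or FC < 0.50, were used for every count. The quasi-likelihood test called 0 DEGs in either direction in each comparison, beside 1268, 1357 and 1288 genes at an unadjusted p under 0.05 in KCs and 23, 731 and 755 in skin. The skin counts lie near or below a share of 0.05 of the genes tested. For decreased DEGs, the paper's values are more than 300 in PP-KCs and 336 in PN-KCs compared to NN-KCs, 9 in PP-Skin and 31 in PN-Skin compared to NN-Skin, and about 83 in Fig. 1, read by eye, for PP-KCs compared to PN-KCs, each against 0 here. For increased DEGs, the paper's values in Fig. 1, read by eye, are about 63 in PP-KCs compared to PN-KCs, about 13 in PP-KCs and about 13 in PN-KCs compared to NN-KCs, about 1 in PP-Skin compared to PN-Skin, about 140 in PP-Skin and about 120 in PN-Skin compared to NN-Skin, each against 0 here.

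Among the alternatives set before the data were examined, the likelihood ratio test, the kind of test that the paper's methods name, came within 1.5 times the paper's value for decreased DEGs of PP-KCs compared to PN-KCs (56), and DESeq2 for increased DEGs of PP-Skin compared to PN-Skin (1). For the other values neither did. With the likelihood ratio test there were 41 increased DEGs in PP-KCs compared to PN-KCs, 5 decreased and 2 increased in PP-KCs and 2 decreased and 0 increased in PN-KCs compared to NN-KCs, and 2 decreased and 1 increased in PP-Skin and 0 in PN-Skin compared to NN-Skin. DESeq2 called 28 decreased and 22 increased, 19 and 4, and 38 and 4 in KCs, and 4 decreased and 8 increased in PP-Skin and 2 and 1 in PN-Skin compared to NN-Skin. DESeq2 size factors, no low-count filter, all genes, a fit over 12 libraries, no replicate block and leaving out each library or patient reached none of these values.

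Set to 10 prior degrees of freedom, the likelihood ratio test, chosen after seeing the values, came within 1.5 times the paper's value for 6 counts, while dropping 4 genes the paper names as decreased in PN-KCs (IL20RA, IL22RA1, FOSL2 and JUNB) and 1 in PP-KCs (IL22RA1). These counts were 360 decreased DEGs in PP-KCs, 406 in PN-KCs and 10 in PP-Skin, 91 decreased and 67 increased in PP-KCs compared to PN-KCs, and 17 increased in PP-KCs compared to NN-KCs. How many more of the paper's DEGs it drops is not known, because the paper's DEG lists were not used here. It did not come within 1.5 times the paper's value for 48 decreased in PN-Skin, 24 increased in PN-KCs, 0 increased in PP-Skin compared to PN-Skin, 300 increased in PP-Skin and 276 in PN-Skin. Among genes the paper names as lower in psoriatic KCs, DESeq2 called ACER1 in both comparisons with NN-KCs, and the likelihood ratio test called none.

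The paper states that TNF was not detected, whereas TNF had 7 to 98 counts in each of the 24 libraries, although its deposited FPKM is 0 in each. The paper's rule for detection also asks for a lower confidence limit of the FPKM above 0, which an FPKM of 0 cannot meet. That rule was not applied here, so both statements can hold. For IL17A, 23 of 24 libraries had 0 counts. The paper states that NN libraries group together and apart from patient libraries once subject effects are removed. Here, by Euclidean distance, the 8 NN libraries grouped together, but in 1 of 2 clusters with 14 of 16 patient libraries, and stood alone once the tree was divided into 14 clusters. NN residuals lie close to 0, so that grouping decides little. With 1 minus Spearman correlation as the distance, at most 2 NN-KC and 2 NN-Skin libraries shared 1 of 2 clusters. S100A8 and S100A9 are named by the paper among genes decreased in psoriatic KCs and not similarly decreased in skin. In PP-Skin compared to NN-Skin their log2 FCs were 3.22 and 3.24 (-2.34 and -2.06 without the 1 library with dermal markers), but in PN-Skin they were -3.06 and -3.25. The paper places FOSL2 and JUNB among the DEGs of PN-KCs, and their log2 FCs of -0.98 and -0.96 were short of FC < 0.50.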

Other observations

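Chosen only after the results were seen were the values with 10 prior degrees of freedom and those without the libraries with dermal markers.

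Genes whose knockdown or binding motifs the paper uses had the following log2 FCs compared to NN-KCs. MAF had -0.53 in PN-KCs (SE 0.34) and -0.69 in PP-KCs (SE 0.33), and MAFF -0.37 (SE 0.20) and -0.36 (SE 0.19). STAU1 had 0.05 and 0.03 (SE 0.07 in both), KLF4 -1.90 in PP-KCs (SE 0.67), GATA3 -1.04 and -1.03 (SE 0.38 in both) and PYCARD -0.30 (SE 0.17) and -0.40 (SE 0.21). Their FDR was 0.520 to 0.777 in PN-KCs and 0.506 to 0.844 in PP-KCs in edgeR's quasi-likelihood test, and at 10 prior degrees of freedom KLF4 and GATA3 passed in both (FDR = 0.0766 in PN-KCs and 0.0818 in PP-KCs for GATA3).

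Immediate early and heat shock genes had a median log2 FC of -0.42 in PN-KCs (10 of 15 below 0, adjusted p = 0.0686 in limma's camera with the preset correlation and 0.395 with the estimated correlation) and -0.44 in PP-KCs (11 of 15, 0.0840 and 0.396) compared to NN-KCs. Interferon response genes had medians of 0.63 in PN-KCs (25 of 27 above 0) and 0.56 in PP-KCs (24 of 27), with adjusted p = 6.0e-04 and 0.117 in limma's camera with the preset correlation, and 0.455 and 0.831 with the estimated correlation. As each library was left out, the median was 0.15 to 1.52 in PN-KCs and -0.35 to 1.35 in PP-KCs. In PP vs. PN, the interferon median was -0.26 in KCs (24 of 27 below 0) and 0.64 in skin (24 of 27 above 0), and -0.78 in skin without the 2 patient pairs that hold the libraries with dermal markers. With each patient left out in turn, it was -0.74 to 0.13 in KCs and -0.38 to 1.49 in skin, so its direction was not kept. Dermal markers had a median of 0.50 in PP-KCs compared to PN-KCs (17 of 17 above 0, adjusted p = 0.0076 in camera with the preset correlation and 0.923 with the estimated correlation). Melanocyte markers had a median of 0.66 in PN-KCs compared to NN-KCs (8 of 8 above 0, adjusted p = 0.0080 in camera and 0.441 with the estimated correlation). That median was 0.25 to 2.27 as each library was left out.

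In simulated counts for PN vs. NN in skin, edgeR's quasi-likelihood test called 72.2% of genes changed 8-fold and 50.7% of those changed 4-fold, and for PP vs. PN in KCs 99.0% and 90.05%. Unchanged genes made up 13.0% and 6.63% of its calls, and 37.3% and 12.9% with 10 prior degrees of freedom. The likelihood ratio test had 33.2% and 13.9%, and DESeq2 42.0% and 6.135%. With 0 genes changed, the quasi-likelihood test called 0 genes. In PN vs. NN in KCs, PN vs. NN in skin and PP vs. PN in KCs, 31, 30 and 12 genes were then called with 10 prior degrees of freedom, 20, 20 and 11 by the likelihood ratio test, and 32, 50 and 8 by DESeq2.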
